# Epigenetic Regulation by BAF Complexes Limits Neural Stem Cell Proliferation by Suppressing Wnt Signaling in Late Embryonic Development

**DOI:** 10.1016/j.stemcr.2018.04.014

**Published:** 2018-05-17

**Authors:** Huong Nguyen, Cemil Kerimoglu, Mehdi Pirouz, Linh Pham, Kamila A. Kiszka, Godwin Sokpor, M. Sadman Sakib, Joachim Rosenbusch, Ulrike Teichmann, Rho H. Seong, Anastassia Stoykova, Andre Fischer, Jochen F. Staiger, Tran Tuoc

**Keywords:** cortical development, hippocampal development, neurogenesis, neural stem cells, chromatin remodeling, BAF (mSWI/SNF) complexes, epigenetics, H3K4me2, H3K27me3

## Abstract

During early cortical development, neural stem cells (NSCs) divide symmetrically to expand the progenitor pool, whereas, in later stages, NSCs divide asymmetrically to self-renew and produce other cell types. The timely switch from such proliferative to differentiative division critically determines progenitor and neuron numbers. However, the mechanisms that limit proliferative division in late cortical development are not fully understood. Here, we show that the BAF (mSWI/SNF) complexes restrict proliferative competence and promote neuronal differentiation in late corticogenesis. Inactivation of BAF complexes leads to H3K27me3-linked silencing of neuronal differentiation-related genes, with concurrent H3K4me2-mediated activation of proliferation-associated genes via de-repression of Wnt signaling. Notably, the deletion of BAF complexes increased proliferation of neuroepithelial cell-like NSCs, impaired neuronal differentiation, and exerted a Wnt-dependent effect on neocortical and hippocampal development. Thus, these results demonstrate that BAF complexes act as both activators and repressors to control global epigenetic and gene expression programs in late corticogenesis.

## Highlights

• Loss of BAF complexes increases H3K27me3 and H3K4me2 marks in late corticogenesis
• BAF complexes epigenetically regulate neural proliferation and differentiation
• BAF complexes suppress neuroepithelial cell fate and Wnt signaling
• BAF complexes control cortical development in a Wnt signaling-dependent manner

## Introduction

During vertebrate cerebral cortex development, neural stem cells (NSCs) undergo two types of temporally regulated cell division modes to generate distinct neural cell types. During early corticogenesis in mice (embryonic day 8.5–12.5 [E8.5–E12.5]), NSCs, also called neuroepithelial cells (NEs), mainly divide symmetrically to proliferate and expand their population (Dehay and Kennedy, 2007, Gotz and Huttner, 2005, Kriegstein and Alvarez-Buylla, 2009, Martynoga et al., 2012, Tuoc et al., 2014). At the onset of neurogenesis (E10.5), NEs differentiate into mature NSCs, also termed radial glial progenitors (RGs), which start to express astroglial markers (Hartfuss et al., 2001). This process coincides with the loss and appearance of tight and adherens junctional complexes respectively in the ventricular zone (VZ) (Aaku-Saraste et al., 1996, Sahara and O'Leary, 2009). Later, RGs primarily divide asymmetrically to produce an RG to maintain the proliferative pool, and either an excitatory neuron or a basal progenitor. Delayed RG differentiation from NEs causes aberrant neurogenesis (Sahara and O'Leary, 2009), yet factors that are required to suppress NE fate in late corticogenesis to ensure a balance between NSC proliferation and neuronal differentiation are unknown.

The temporal relationship and intricate balance between proliferative symmetric and neurogenic asymmetric divisions in the VZ of the cortex is controlled by diverse signaling pathways. Among these, Wnt/β-catenin signaling has been extensively investigated for its role in proliferative symmetric division (Chenn and Walsh, 2002). For example, elevation of Wnt signaling through overexpression of β-catenin massively enhanced cortical NSC proliferation (Chenn and Walsh, 2002). Interestingly, a recent study revealed irreversibility of the progression from proliferative to neurogenic division modes, thus implicating a default program in NSCs for division-mode transition during corticogenesis (Gao et al., 2014). As regulators of the spatiotemporal expression of developmental genes, epigenetic and chromatin regulatory mechanisms have been proposed to contribute to establishing the proliferative and differentiation competence of NSCs (Hirabayashi and Gotoh, 2010, Yao et al., 2016).

To investigate the possible involvement of chromatin-remodeling BAF (mSWI/SNF) complexes in this process, we applied a conditional deletion approach through double-knockout (dcKO) of the BAF155 and BAF170 subunits, which eliminate the entire BAF complex during late cortical neurogenesis in transgenic mice. In the absence of BAF complexes, transcriptional profiling and epigenetic analyses revealed an enrichment of downregulated RG (astroglial, adherens junctions)- and neuronal differentiation-related genes, with both gene groups showing increased H3K27me3 repressive marks. In contrast, upregulated genes with increased H3K4me2 active marks were predominantly involved in the regulation of NE cell fate (e.g., tight junction feature), proliferation, cell cycle, and Wnt signaling-related pathways. The results of this study suggest that BAF complexes exert genome-wide control on both active H3K4me2 and repressive H3K27me3 marks during late cortical development by directly interacting with the corresponding H3 demethylases and regulating their activity. Phenotypically, we found that deletion of BAF complexes during late cortical neurogenesis leads to dysgenesis of the upper cortical layers and the hippocampal formation. These perturbations were rescued by inhibition of Wnt/β-catenin signaling. Together, these observations provide insights into distinct epigenetic regulatory mechanisms mediated by chromatin-remodeling BAF complexes as a key factor that suppresses the proliferative competence of NSCs during late cortical development.

## Results

### Loss of BAF Complexes Causes a Genome-wide Increase in the Level of Both Active and Repressive Epigenetic Marks at Distinct Loci in the Developing Pallium during Late Neurogenesis

We previously reported that BAF complexes potentiate the activity of two main H3K27 demethylases, JMJD3 and UTX. Accordingly, elimination of BAF complexes during early corticogenesis leads to a global increase in repressive marks (H3K27Me2/3) and downregulation of gene expression at E13.5 (Narayanan et al., 2015, Nguyen et al., 2016). In further analysis, we performed co-immunoprecipitation (coIP) experiments on tissue lysates from the pallium of E17.5 wild-type (WT) embryos followed by mass spectrometry to identify BAF155/BAF170-interacting proteins. At E17.5, we found that BAF155 and BAF170 bind to the H3K27me2/3 demethylases, UTX/KDM6A and JMJD3/KDM6B, as shown in our previous study at E13.5 (Narayanan et al., 2015). BAF155/BAF170 was also observed to interact with H3K4me1/2 demethylase LSD1/KDM1A in the E17.5 pallium (Figures 1A, 1B, and S1A).

**Figure 1:**
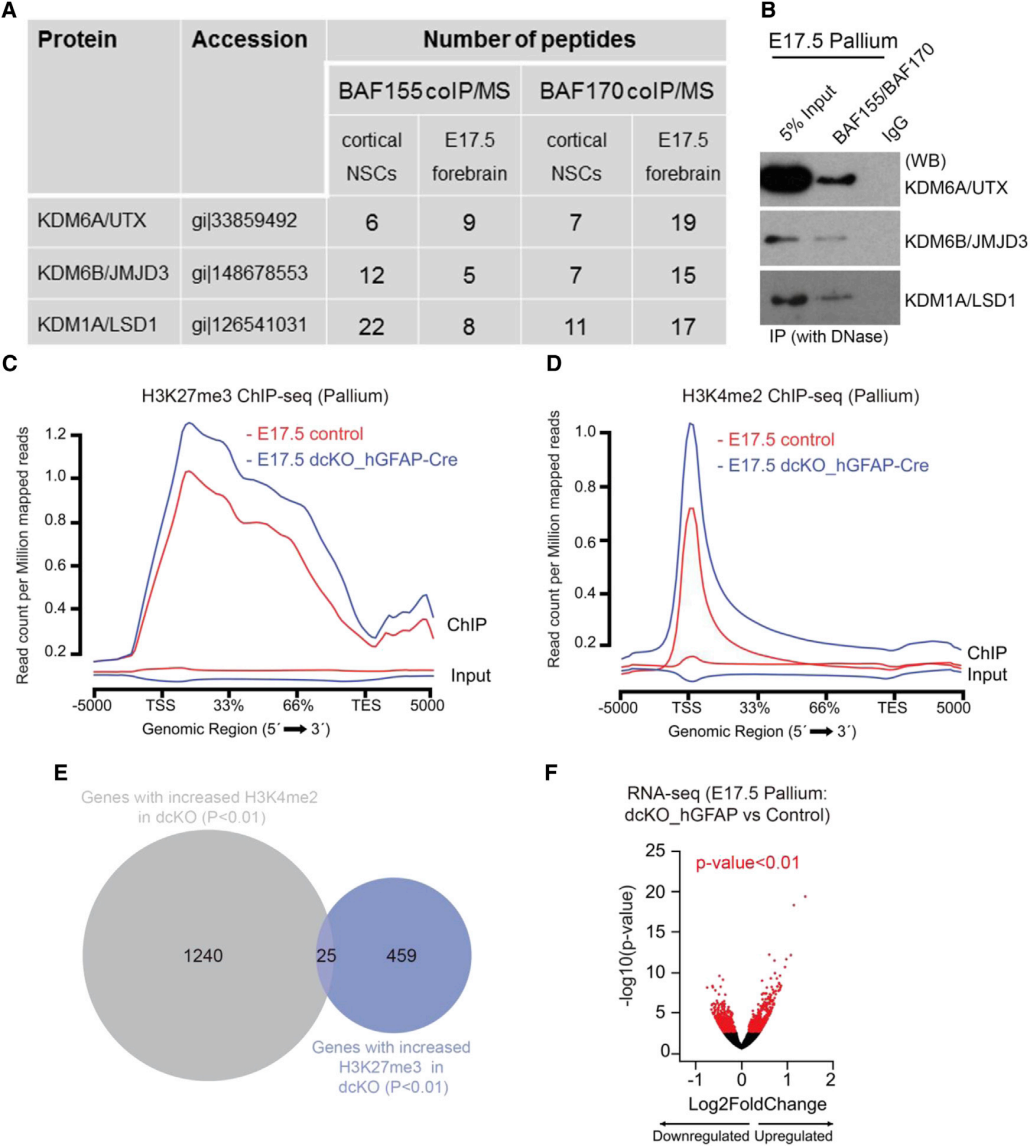
BAF Complexes Globally Control Epigenetic and Gene Expression Programs in Late Development Pallium (A) Table showing the peptide number for KDM6A, KDM6B, and KDM1A proteins purified from BAF155 and BAF170 immunoprecipitates of protein extracts from NS5 cells, E13.5 or E17.5 forebrain. (B) Interactions of BAF155 and BAF170 with KDM6A, KDM6B, and KDM1A were confirmed by coIP/western blot (WB) analyses of E17.5 pallium tissue. (C–E) Distribution of H3K27me3 (C) and H3K4me2 (D) marks along gene bodies in the dcKO and control pallium at E17.5. H3K27me3 levels are increased in dcKOs. dcKO (E) genes with increased H3K4me2 or H3K27me3 marks in the dcKO pallium at E17.5 are largely non-overlapping. (F) Volcano plot representing differentially regulated genes in the dcKO pallium at E17.5. Experimental replicates (n) = 4 (C, D; ChIP-seq), 4 (control for RNA-seq; F), 3 (dcKO_hGFAP-Cre for RNA-seq; F).

To investigate if BAF complexes regulate epigenetic programs in late cortical development, we crossed *Baf155*-floxed (*Baf155*^*fl/fl*^) mice and *Baf170*-floxed (*Baf170*^*fl/fl*^) mice with the *hGFAP-*Cre line to generate *dcKO* mutants. In contrast to the *Emx1*-Cre line used in our previous studies (Narayanan et al., 2015, Tuoc et al., 2009, Tuoc et al., 2013) with Cre recombination in the developing cortex as early as E10.5, the *hGFAP* promoter is not active in the pallium prior to E12.5. At E13.5, *hGFAP*-Cre activity is restricted to the medial pallium (MP), containing the hippocampal anlage and medial cortex (Figure S1B). From E15.5 onward, *hGFAP*-Cre activity extends to the dorsal pallium (DP; dorsal cortex) and lateral pallium (LP; lateral cortex) during development (Figure S1C). BAF155 and BAF170 proteins were not detected in the MP of dcKO mutants from E14.5 or in the entire VZ of the pallium from E15.5 onward (Figure S1D) (Narayanan et al., 2015), hence validating our *Baf155/Baf170* knockout system in late pallial progenitors.

Given the identified interaction of BAF complexes with the H3K27me2/3 demethylases KDM6A/B and H3K4me1/2 demethylase KDM1A in the E17.5 pallium, we next compared H3K27me3 repressive and H3K4me2 activatory marks in the E17.5 *dcKO* and control pallia. 

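H3K27me3 ChIP-seq data were analysed here for 4 control and 4 dcKO pallia at E17.5, with 1 pooled input DNA library per genotype. H3K4me2 was not analysed here. The authors mapped the reads to the mouse genome build mm10, kept 1 tag per position and called broad peaks in each library with MACS2 at a q-value limit of 0.1, against the pooled input of the same genotype. The peak lists give the position, pileup, fold enrichment over input and -log10 q-value of each peak. The control libraries held 20547514, 28821869, 19704029 and 45564947 tags for replicates 1 to 4, of which 2806857, 17731247, 2420911 and 28335352 were left after duplicates were removed. The dcKO libraries held 24803302, 18807173, 37620813 and 27167597 tags, of which 3969109, 3386488, 25035817 and 8898443 were left. The share of tags kept was therefore 13.7%, 61.5%, 12.3% and 62.2% in the controls and 16.0%, 18.0%, 66.5% and 32.8% in the dcKO samples. The input libraries kept 11041313 (control) and 9794851 (dcKO) tags. Peaks of the 8 libraries were merged where they overlapped by at least 1 bp, and the 22220 regions with a peak in at least 2 libraries were compared. The value of a library in a region was the log2 of its highest fold enrichment there, with a fold enrichment of 1 where it had no peak, and was tested with limma (trend and robust settings). The authors tested reads with DiffBind, a step that the peak lists do not allow to be repeated. A region without a peak is set to no enrichment, so a weak signal below the peak limit is lost.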

As reported previously, loss of BAF complexes in the E13.5 murine pallium in dcKO_*Emx1*-Cre mutants results in an increase in H3K27me3 levels (Narayanan et al., 2015). Similarly, chromatin immunoprecipitation sequencing (ChIP-seq) analysis performed using chromatin isolated from the E17.5 *dcKO* pallium also revealed an increase in H3K27me3 upon *Baf155/170* knockout (Figure 1C). 

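The dcKO libraries had 18408, 9381, 6674 and 46000 H3K27me3 peaks for replicates 1 to 4, and the control libraries 28659, 13326, 9993 and 8354. The mean was 20116 ± 17971 (SD, n = 4) peaks in dcKO and 15083 ± 9284 (SD, n = 4) in control pallia, a difference within the spread between replicates (two-sided exact permutation test, p = 0.686). Peaks covered 25.4 ± 22.8 Mb (SD, n = 4) in dcKO and 18.9 ± 9.93 Mb (SD, n = 4) in control pallia (two-sided exact permutation test, p = 0.771). The mean fold enrichment over the peaks of a library was 4.47 ± 0.601 (SD, n = 4) and 4.27 ± 0.577 (SD, n = 4), respectively (two-sided exact permutation test, p = 0.629). The smallest p that 4 libraries against 4 allow is 0.029. The libraries fell into 2 classes by the share of tags kept, with 2 libraries of each genotype in each class. Among the libraries that kept over 30% of their tags, the mean was 26337 peaks in dcKO and 10840 in control pallia. Among the others, it was 13894.5 peaks in dcKO and 19326 in control pallia. The direction of the peak number was thus not the same in the 2 classes. The mean fold enrichment was higher in dcKO in both, at 4.06 against 3.77 above 30% and 4.88 against 4.77 in the others. With 2 libraries per genotype, an exact permutation test within a class cannot give a p under 0.05, and no other test was run there.

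**Figure D1:**
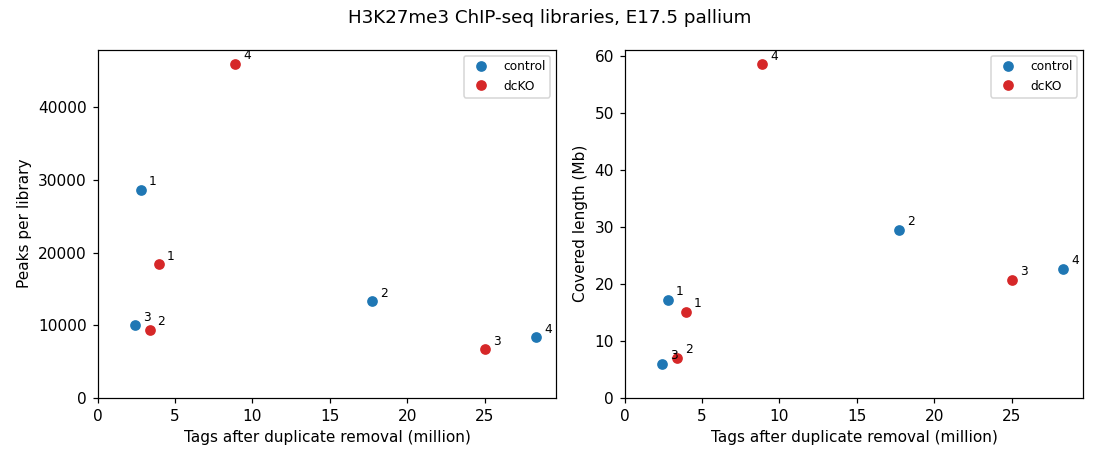
Number of H3K27me3 peaks (left) and length covered by peaks in Mb (right) of each library against its tags left after duplicate removal. Each point is 1 of the 4 control or 4 dcKO libraries, numbered by replicate, and dcKO replicate 4 had the most peaks, 46000.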

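At an unadjusted p under 0.01, limma found 2 of the 22220 regions higher and 0 lower in dcKO pallia, and 49 regions had an unadjusted p under 0.05. No region had a Benjamini-Hochberg adjusted p under 0.05 (0 higher, 0 lower). In all, 13286 regions had a higher mean in dcKO. This number was 10861 of 22220 with values centred on each library's median over the regions where it had a peak. The centring also shifts the regions set to no enrichment, so the lower number may come in part from this step. With each library left out, the number lay between 8498 of 20422 (without control replicate 3) and 16015 of 20962 (without dcKO replicate 2). The region on chromosome 6 of mm10 from 127765389 to 127772018 (6630 bp) holds the start of Prmt8 and the antisense transcript Gm42738, with the pseudogene Gm42739 within 2000 bp. It had a peak in all 4 dcKO libraries, with a fold enrichment of 5.98 ± 1.80 (SD, n = 4), and in none of the control libraries (log2 fold change 2.53, standard error 0.90, unadjusted p = 0.00514 in limma). Its log2 fold change lay between 1.36 and 2.72 with each library left out in turn. The other region, on chromosome 2 from 20899653 to 20900404 in Arhgap21, had a peak in all 8 libraries and a log2 fold change of 1.63 (unadjusted p = 0.00163 in limma), but the values of the 2 genotypes overlapped. These regions gave 3 genes (Prmt8, Gm42738 and Gm42739) with increased H3K27me3 within 2000 bp of the TSS and 0 genes with decreased H3K27me3. With each library left out in turn, the genes with an increase ranged from 0 to 70. Among the settings that keep all 8 libraries and were set before the data were examined, the peak pileup in place of fold enrichment moved this number most, to 10 genes with an increase. The pileup was divided by the median over the library's peaks. With the replicate number as a block, 5 genes had an increase and 1 a decrease. Libraries with the same replicate number deviated from their group means with a mean correlation of 0.0802 across regions, against -0.0214 for libraries with different numbers. The regions that Table S1 lists as changed were also looked up in the peak lists. Of the 548 regions with increased H3K27me3, 547 had a higher mean log2 fold enrichment in dcKO libraries (difference 0.59, two-sided exact permutation test on 4 against 4 libraries, p = 0.0571). Of the 164 regions with decreased H3K27me3, 164 had a lower mean (difference -0.63, two-sided exact permutation test on 4 against 4 libraries, p = 0.0571). The increased regions had a mean of 0.71, 0.22, 0.01 and 1.49 in dcKO replicates 1 to 4, and of at most 0.08 in the controls. The decreased regions had 1.72, 0.07, 0.75 and 0.01 in control replicates 1 to 4, and at most 0.03 in dcKO. In these peak values, each difference thus came mainly from a few libraries, dcKO replicates 1 and 4 and control replicates 1 and 3. A library without a peak is set to no enrichment there. The paper's own mean values of the increased regions were 10.8, 4.65, 4.43 and 14.4 in dcKO replicates 1 to 4. They were 0.934, 0.917, 0.985 and 1.1 in the controls, so all 4 dcKO libraries were higher. In the decreased regions, control replicates 1 and 3 had 18.6 and 15.2, and replicates 2 and 4 had 1.98 and 1.62. Both sets of regions were selected from the same libraries.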

Specifically, 181 genes showed a significant increase in these marks around their transcription start site (TSS) regions (±2000 bp) compared with 13 genes that showed a decrease (Table S1), a difference that likely reflects secondary effects and/or compensatory mechanisms. H3K27me3 is a broad chromatin mark localized not only at TSS but also spread over gene bodies. We also looked at the number of genes with altered H3K27me3 at their coding regions (including TSS). 

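Counted over gene bodies and the TSS itself, without the 2000 bp around the TSS, the regions at an unadjusted p under 0.01 gave 3 genes with increased H3K27me3 (Prmt8, Gm42738 and Arhgap21) in the GENCODE M21 annotation, and 0 genes with decreased H3K27me3. The gene number stayed small when peaks were required in at least 3 libraries (8 genes with an increase, 0 with a decrease) and when only peaks with a q-value under 0.01 were used (1 gene with an increase, 0 with a decrease). The fit with the replicate number as a block gave 6 genes with an increase and 2 with a decrease. With each library left out in turn, the number of genes with an increase lay between 0 and 76. A count made here from the changed regions of Table S1 itself gave 178 genes with an increase and 9 with a decrease within 2000 bp of a TSS.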

There were 484 genes with increased and 156 genes with decreased H3K27me3 (Figure 1E and Table S1). Strikingly, loss of BAF complexes in late corticogenesis resulted in a concurrent increase in activatory H3K4me2 marks in the E17.5 pallium (Figure 1D), with 1,265 genes showing a significant increase in this mark around their TSSs (Figure 1E, Table S1). Only 112 genes showed decreased H3K4me2, which again may represent some secondary effects. Importantly, genes affected by increased H3K27me3 and H3K4me2 were largely distinct (Figure 1E).

We also performed gene expression profiling of the *dcKO* pallium at E17.5 (Figure 1F). In contrast to the globally reduced gene expression in the *dcKO*_*Emx1*-Cre pallium at E12.5 (Narayanan et al., 2015), at E17.5, we found nearly equal number of downregulated and upregulated genes in the *dcKO* pallium (Figure 1F; Table S2).

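RNA-seq counts were analysed here for 4 control pallia and 3 pallia labelled dcKO (replicates 2, 3 and 4) at E17.5. The authors mapped the reads to mm10 with STAR and counted them on genes with featureCounts, and the counts are not normalized. The total count per library lay between 22509306 and 28391046 in controls, with a median of 23224690. In the dcKO libraries it was 11946658 for replicate 2, 26066788 for replicate 3 and 24393714 for replicate 4. The 2 genes that are deleted were examined first. Smarcc1, which encodes BAF155, had 247, 264, 269 and 248 CPM (counts scaled to the library size, TMM-normalized) in control replicates 1 to 4. It had 245 CPM in the library labelled dcKO replicate 2, and 128 and 135 CPM in those labelled dcKO replicates 3 and 4. Smarcc2, which encodes BAF170, had 653.6, 703, 714 and 656 CPM in the controls. It had 669.9 CPM in the library labelled dcKO replicate 2, and 399 and 398 CPM in replicates 3 and 4. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was -0.61 (standard error 0.22, adjusted p = 0.251) for Smarcc1 and -0.48 (standard error 0.18, adjusted p = 0.252) for Smarcc2. The level of both genes in replicate 2 goes against its label, and all 3 libraries were kept as labelled. Genes with low counts were removed with filterByExpr, and 15770 genes were tested. For a list of genes, the score of a library was the mean over the genes of log2 CPM (TMM, prior count 2) minus the mean of the gene. Scores were compared by a two-sided exact permutation test over the 35 splits of the 7 libraries, whose smallest p is 0.029.

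**Figure D2:**
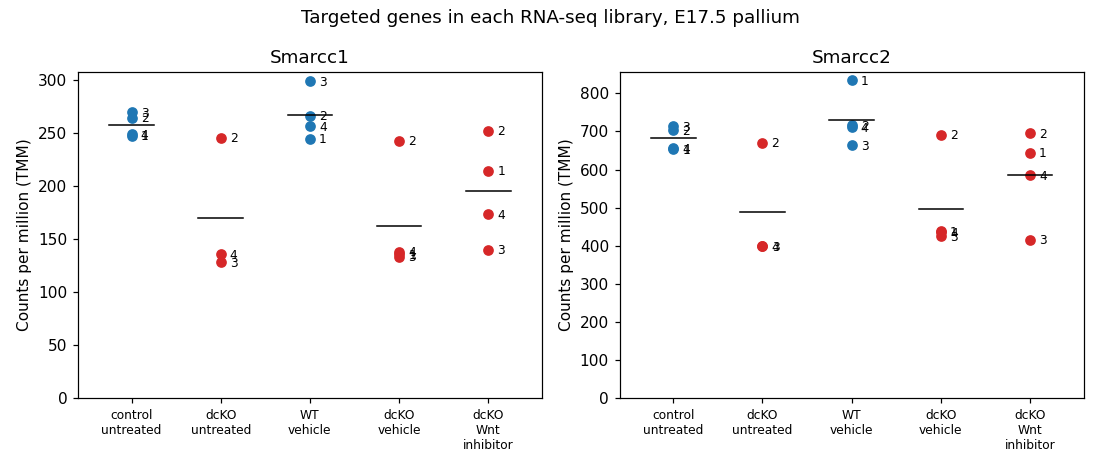
Smarcc1 (left) and Smarcc2 (right) in CPM (TMM-normalized) in each RNA-seq library, by group. Points are libraries numbered by replicate and black lines are group means. The libraries labelled dcKO untreated replicate 2 (245 CPM) and dcKO vehicle replicate 2 (242 CPM) lie above the others of their groups for Smarcc1.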

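At an unadjusted p under 0.01 in edgeR, 420 genes were higher and 441 lower in the libraries labelled dcKO than in controls. After Benjamini-Hochberg adjustment, 1 gene was higher and 0 were lower at an adjusted p under 0.05. That gene, Gm16565, had 4.61 ± 1.30 CPM (SD, n = 3) in dcKO and 0.756 CPM on average in control pallia, and its log2 fold change was 2.63 (standard error 0.23, adjusted p = 0.00979 in edgeR). The number of genes past the adjusted threshold depended on the test. DESeq2, which the authors used, with a prior on fold changes, gave 258 genes higher and 302 lower in the same libraries, and 515 and 594 at an unadjusted p under 0.01. With the replicate number as a block, edgeR gave 131 genes higher and 145 lower at an unadjusted p under 0.01, and 0 and 0 after adjustment. Same-numbered libraries deviated from their group means with a mean correlation of -0.143, against 0.0481 for the others. Leaving out the library labelled dcKO replicate 2 gave 892 genes higher and 1102 lower at an adjusted p under 0.05. Under each of these settings, the numbers of higher and lower genes differed by less than 1.5 times, apart from the single gene. Leaving out any other single library gave at most 3 genes higher and 3 lower after adjustment. The adjusted results for gene lists in the later paragraphs keep dcKO replicate 2, so 0 genes past the threshold there can depend on that choice.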

Collectively, these data indicate that loss of BAF complexes during late corticogenesis induces an increase in activatory H3K4me2 and repressive H3K27me3 marks at distinct sets of genes, thereby pointing to possible dual functions of BAF complexes as both activators and repressors in late cortical neurogenesis.

### Conditional Inactivation of BAF Complexes during Late Cortical Development Impairs Neurogenesis of Upper Cortical Layer Neurons and the Hippocampus

We selected the downregulated genes in the E17.5 dcKO pallium in RNA sequencing (RNA-seq) and subjected them to functional category analysis. They are enriched in neuronal differentiation-related categories (Figure 2A, Table S2) and showed an overall increase in H3K27me3 mark (Figure 2B). 

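Table S3 lists 109 neurogenesis genes with lower expression in dcKO. All 109 had a negative log2 fold change in edgeR, between -2.35 and -0.16 with a median of -0.32. Of these, 74 passed an unadjusted p under 0.01, and 0 had an adjusted p under 0.05. Their list score was -0.23 ± 0.11 (SD, n = 3) in the libraries labelled dcKO and 0.17 ± 0.08 (SD, n = 4) in controls, a difference of -0.40 (exact permutation test, p = 0.0286). Replicate 2, whose Smarcc1 and Smarcc2 were at the level of the controls, had the score nearest to them, -0.11, against -0.26 and -0.32 in replicates 3 and 4. With same-numbered libraries as a block, the difference was -0.41 (exact sign-flip test, p = 0.25, the smallest p that 3 pairs allow). The list was selected from these libraries, so the difference describes them and is no independent test. For H3K27me3, the mean log2 fold enrichment over the 132 regions at 71 of these genes was 1.15 ± 0.62 (SD, n = 4) in dcKO and 0.95 ± 0.52 (SD, n = 4) in control pallia. The difference of 0.20 was within the spread between replicates (two-sided exact permutation test, p = 0.743). With each library left out in turn, it lay between 0.03 and 0.51. The dcKO libraries had 1.58, 0.50, 0.76 and 1.77, and the control libraries 1.68, 0.94, 0.51 and 0.67. After the mean over all regions of a library was subtracted, the difference was 0.11 (two-sided exact permutation test on 4 against 4 libraries, p = 0.343). Among the libraries that kept over 30% of their tags, the mean was 1.26 in dcKO and 0.80 in control pallia, and among the others it was 1.04 and 1.10.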

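Of the 109 neurogenesis genes with lower expression in Table S3, 71 overlapped a region with an H3K27me3 peak in at least 2 libraries. At 55 of these 71 genes (77.5%) the mean over their regions was higher in dcKO, and at 16 it was lower. Of their 132 regions, 93 (70.5%) were higher in dcKO, against 59.8% of all 22220 regions. No single region of these genes passed an unadjusted p under 0.01 in limma (0 of 132). In the region list of Table S1, 12 of the 109 genes had a region with increased and 4 a region with decreased H3K27me3. Of the genes shown in Fig. 2D, Slc9a3r1 had a region on chromosome 11 from 115173755 to 115177294 with a peak in 3 dcKO libraries and 0 control libraries (log2 fold change 1.46, standard error 0.83, unadjusted p = 0.0773 in limma). A second region of Slc9a3r1, from 115161275 to 115165747, had a log2 fold change of 0.21 (unadjusted p = 0.808 in limma). Sema3f, on chromosome 9 from 107705656 to 107710421, had a peak in 3 dcKO libraries and 1 control library (log2 fold change 0.98, standard error 0.89, unadjusted p = 0.272 in limma). Unc5a, on chromosome 13 from 54944019 to 54953359, had a peak in 3 libraries of each genotype (log2 fold change 0.24, unadjusted p = 0.792 in limma). The 5 regions of Etv5 on chromosome 16 had log2 fold changes from 0.04 to 1.25. The adjusted p was 1 in limma for all of these regions. In RNA-seq, the log2 fold change in edgeR was -0.77 (standard error 0.24, adjusted p = 0.2008) for Slc9a3r1 and -0.22 (standard error 0.07, adjusted p = 0.182) for Unc5a. In the same edgeR fit it was -0.41 (standard error 0.23, adjusted p = 0.424) for Etv5 and -0.04 (standard error 0.10, adjusted p = 0.893) for Sema3f. Slc9a3r1 and Etv5 passed an adjusted p under 0.05 in 1 of the 7 edgeR fits that left out a library. Unc5a and Sema3f did not.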

Most of the differentiation-related genes that were significantly downregulated in *dcKO* mice (Table S3) showed an increase in H3K27me3. For some selected candidates, we also confirmed their downregulation and increased H3K27me3 by qPCR and ChIP-qPCR respectively (Figures S2A and S2B).

**Figure 2:**
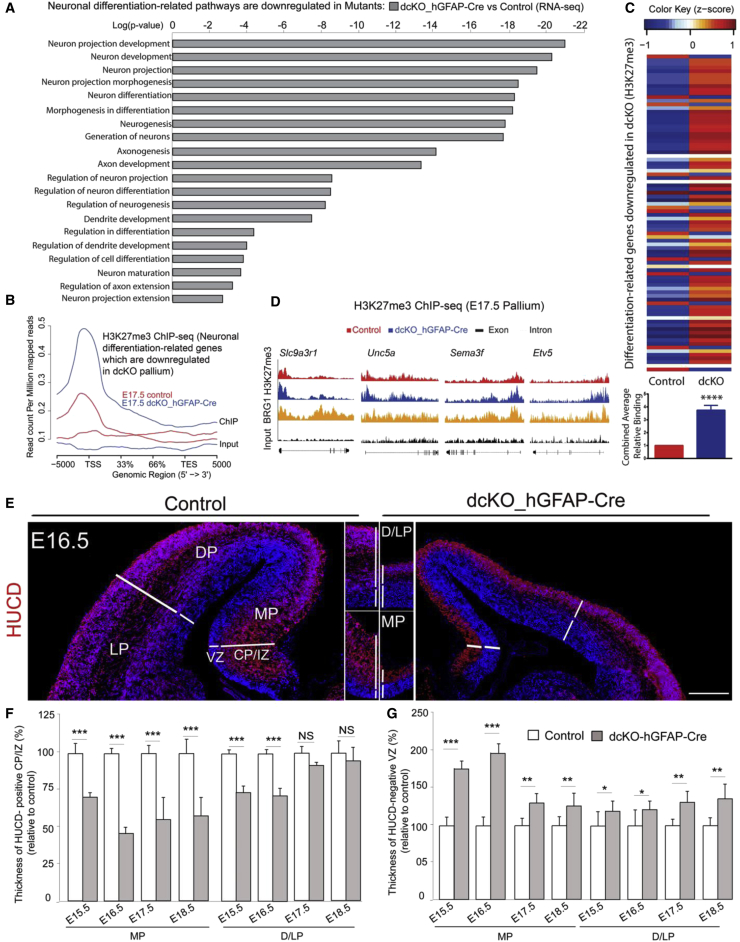
H3K27me3-Linked Silencing of Neuronal Differentiation-Related Genes in BAF Complex-Deleted Pallium in Late Stages (A) Neuronal differentiation-related genes are downregulated in the dcKO pallium at E17.5. (B) General H3K27me3 profile plot of neuronal differentiation-related genes that are downregulated in dcKO pallium. (C) Upper panel: heatmap depicting the changes in H3K27me3 levels at neural differentiation-related genes that are downregulated in dcKO pallium at E17.5 individually. Lower panel: average relative H3K27me3 binding levels on those genes combined. (D) Integrated genome browser views of H3K27me3 and BRG1 (GEO: GSE37151; Attanasio et al., 2014) binding along representative neural differentiation-related genes downregulated in dcKO pallium. (E–G) IF (E) and quantitative (F and G) analyses indicate that the loss of BAF155 and BAF170 leads to a diminished thickness of the HUCD^+^ cortical plate (CP) and intermediate zone (IZ) (F), and expanded thickness of the HUCD^−^ VZ (G) in the entire pallium at E15.5–E18.5. Values are presented as means ± SEMs (^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.005; ^∗∗∗∗^p < 0.0001). Experimental replicates (n) = 6 (F and G). Abbreviations: VZ, ventricular zone; CP, cortical plate; IZ, intermediate zone; MP, medial pallium; DP, dorsal pallium; LP, lateral pallium. Scale bar represents 100 μm (E).

Next, we asked if these genes with decreased expression and increased H3K27me3 are directly bound by the BAF complexes. We made use of a previously published ChIP-seq dataset (GEO: GSE37151) for BRG1 in the developing mouse forebrain (Attanasio et al., 2014). Strikingly, the majority of genes that showed increased H3K27me3 in dcKO cortices were also bound by BRG1 (Figure S2C), with sites of increased H3K27me3 co-localizing with BRG1 binding sites (Figure 2D).

We further confirmed these observations in a reverse approach, in which we first selected the genes with increased H3K27me3 in E17.5 dcKO (Figure S2D) and subjected them to functional category analysis. Again, they also mostly fell under neuronal differentiation-related categories (Figure S2E). We then examined their expression in our RNA-seq analysis. As expected, most of them were downregulated in dcKO embryos.

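Of the 484 genes with increased H3K27me3 in Table S1, 443 were matched to a gene of the count table and 367 passed the filter on low counts. Of these, 250 (68.1%) had a negative log2 fold change, with a median of -0.09, against 49.0% of all 15770 genes tested. Of the 108 tested genes with decreased H3K27me3 in Table S1, 63.0% had a negative log2 fold change too, with a median of -0.08, so the lean was not limited to genes with increased H3K27me3. For the increased genes, in 10000 random lists of the same size matched on mean expression, the mean share was 49.8%, and 0 lists had a share as large, a description of these libraries since genes are not independent replicates. In edgeR, 33 of the 367 genes were lower and 5 higher at an unadjusted p under 0.01. The list score differed by -0.14 between the libraries labelled dcKO and the controls (exact permutation test on 3 against 4 libraries, p = 0.0286). With each library left out in turn, the share of lower genes lay between 60.3% and 71.6%. The paper reasons from both selections, downregulated genes with increased H3K27me3 and genes with increased H3K27me3 that were downregulated, to a silencing of neuronal differentiation genes that is linked to H3K27me3.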

Because the *hGFAP* promoter is active early in the MP (from E13.5) and later in the DP and LP (from E14.5) (Figures S1B and S1C), we compared neuronal differentiation between controls and dcKO mutants, in both the MP and at the area between the DP and LP (D/LP). Neurogenesis in late (E15.5–E17.5) development of the pallium in dcKO mutants was decreased, as shown by a decrease in the thickness of the cortical plate (CP) and intermediate zone (IZ), marked by the expression of the pan-neuronal markers HUCD, TUBB3, and NEUN in both the cortex (D/LP) and hippocampus (MP) (Figures 2E and 2F). Consistent with this, immunofluorescence (IF) analyses of neuronal subtype markers indicated that loss of BAF155 and BAF170 led to a significant decrease in the number of late-born SATB2^+^ or BRN2^+^ neurons, but not early-born TBR1^+^ neurons, in the DP and LP (Figures S3A–S3D).

To study neurogenesis specifically in the MP, we performed IF on sections from E15.5–E17.5 control and dcKO embryonic brains using the antibody ZBTB20 (Figure S3E), which outlines the hippocampal anlage as early as E14.5 and is confined postnatally to hippocampal cornu ammonis (CA1–CA3) regions. ZBTB20 staining revealed remnants of the hippocampus proper (Figure 3C) in mutants compared with controls at all examined stages, E14.5–E17.5 (Figures S3E and S3G). Indeed, three-dimensional (3D) reconstruction of ZBTB20 expression also revealed a substantial reduction in the volume of the developing hippocampus in dcKO embryos at E15.5 (Figure S3H and Video S1). Consistently, immunostaining of the dentate gyrus (DG) with its specific marker PROX1 indicated agenesis of this hippocampal domain (Figures S3F and S3I). In the DP/LP of mutants, whereas the generation of lower layer (TBR1^+^/L6, and CTIP2^+^/L5) neurons was only mildly decreased, the number of late-born SATB2^+^, and BRN2^+^ L4–L2 neurons was strongly diminished (Figures 3A and 3B). 

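Table S4 names 13 genes with roles in cortical layers or the hippocampus, and all 13 were lower in the libraries labelled dcKO than in controls. Their log2 fold changes lay between -0.51 and -0.20, 7 of them passed an unadjusted p under 0.01 in edgeR, and 0 had an adjusted p under 0.05. Adcy1 changed most, from 499 CPM in controls to 351 ± 76.3 CPM (SD, n = 3) in dcKO (log2 fold change -0.51, standard error 0.13, adjusted p = 0.149 in edgeR). Klf7 had the smallest p, with a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.115 in edgeR). Zbtb20 had a log2 fold change of -0.30 (standard error 0.11, adjusted p = 0.246 in edgeR), and its values in the 2 groups overlapped. Dcx, L1cam, Mapt, Map1b, Lmo4, Unc5d, Kif1b, Rybp and Apc had log2 fold changes between -0.44 and -0.20. Adcy1, Zbtb20, Klf7, Lmo4, Dcx, L1cam and Unc5d passed an adjusted p under 0.05 in 1 of the 7 fits that left out a library. Apc, Mapt, Map1b, Kif1b and Rybp did not. The list score was -0.18 ± 0.10 (SD, n = 3) in dcKO and 0.13 ± 0.05 (SD, n = 4) in controls (exact permutation test, p = 0.0286). The library labelled dcKO replicate 2, with control-level Smarcc1 and Smarcc2, scored -0.06. In same-numbered pairs the difference was -0.31 (replicate block, exact sign-flip test, p = 0.25). The paper names these genes as changed in the same libraries, so the score describes them and is no independent test.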

In further support, we found that BAF complexes control expression of sets of gene exerting important roles in generation of cortical layers and hippocampal development (Table S4).

**Figure 3:**
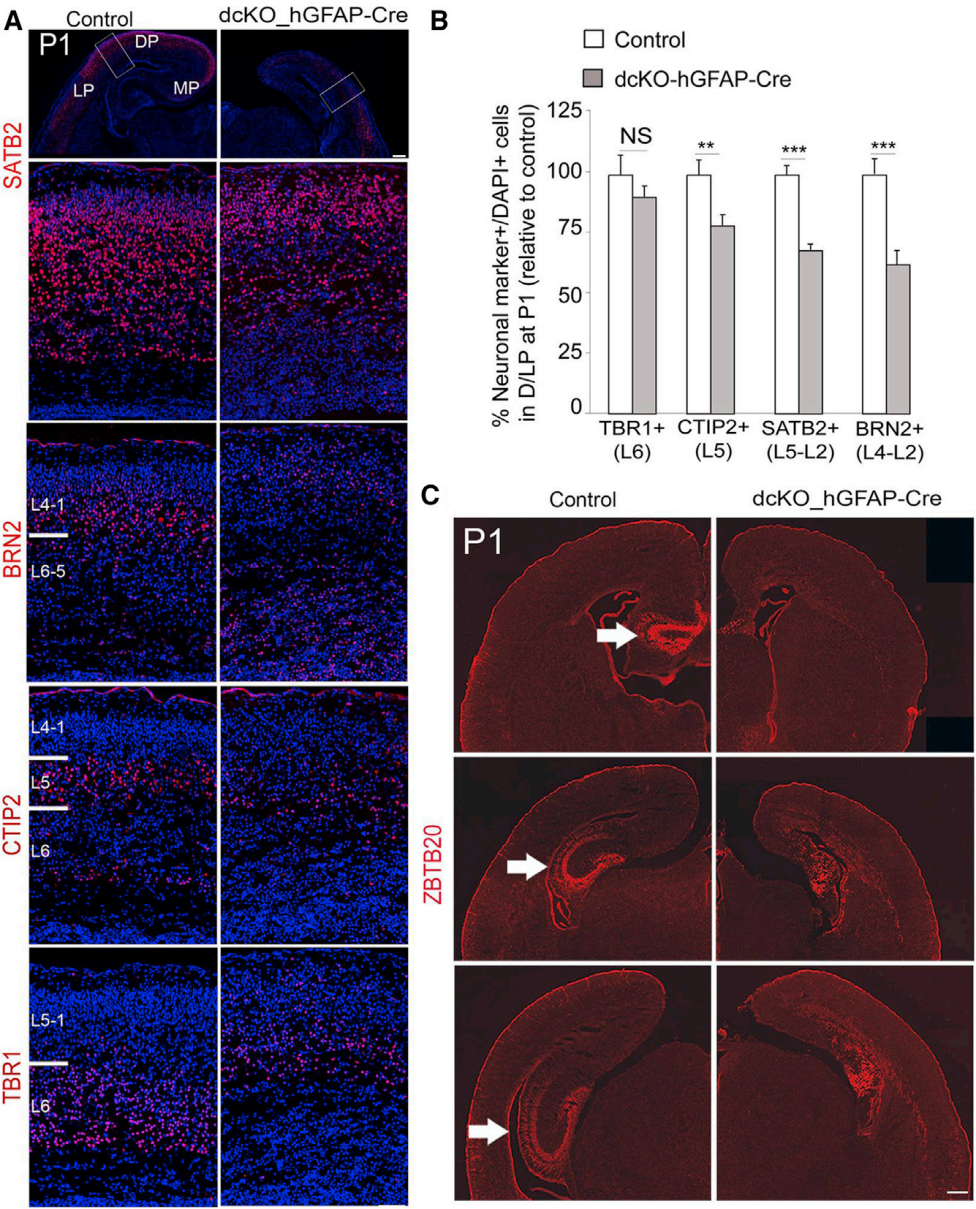
BAF Complexes Are Required for the Formation of Cortical Upper Layers and the Hippocampus (A and B) IF (A) and statistical (B) analyses of cortical phenotypes at postnatal stage 1 (P1) in a comparable dorsal/lateral area, immunostained for the indicated neuronal layer markers. NS, not significant. (C) IF analysis of Ztbt20 revealed that the hippocampus is underdeveloped in mutants (denoted by arrow). Values are presented as means ± SEMs (^∗∗^p < 0.01; ^∗∗∗^p < 0.005). Experimental replicates (n) = 4 (B). Abbreviations: MP, medial pallium; DP, dorsal pallium; LP, lateral pallium; L, layer. Scale bars represent 100 μm (A) and 100 μm (C).

To gain additional evidence about how the defect in neuronal differentiation is caused by increased level of H3K27me3, we used GSK-J4, a potent selective H3K27 demethylase (JMJD3 and UTX) inhibitor (Kruidenier et al., 2012). The elevated level of H3K27me3 by GSK-J4 administration significantly decreased the number of late-born SATB2^+^ and CUX1^+^ neurons (Figures S4A–S4D), as observed in dcKO pallium with enhanced level of H3K27me3.

Together, these findings suggest that deletion of BAF complexes in late NSCs leads to H3K27me3-linked silencing of neuronal differentiation genes and results in diminished late cortical and hippocampal neurogenesis.

### The NSC Pool Is Increased at Late Development Stages in the dcKO Pallium

Our previous data indicated that the loss of BAF complexes leads to large-scale downregulation of gene expression in early cortical development (Narayanan et al., 2015, Nguyen et al., 2016). Intriguingly, the late elimination of BAF complex function also led to upregulation of a substantial number of genes. In order to assess the role of the genes upregulated in dcKO embryos, we applied the aforementioned strategy. Functionally, they mainly converged into cell proliferation-related categories (Figure 4A, Table S2). Moreover, these genes also showed an overall increase in H3K4me2 in the dcKO pallium (Figure 4B, Table S3).

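Of the 81 proliferation genes listed as higher in Table S3, 77 passed the filter on low counts, and all 77 were higher in the libraries labelled dcKO. Their median log2 fold change was 0.50, 60 of them passed an unadjusted p under 0.01 in edgeR, and 0 had an adjusted p under 0.05. Ccnd1 had 57.7 ± 7.13 CPM (SD, n = 3) in dcKO and 40.6 CPM in control pallia (log2 fold change 0.51, standard error 0.09, adjusted p = 0.0930 in edgeR). Pax6 rose from 50.4 CPM to 69.0 ± 5.07 CPM (SD, n = 3), a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.147 in edgeR). Ccnd1 and Pax6 each passed an adjusted p under 0.05 in 1 of the 7 fits that left out a library. The list score was 0.39 ± 0.28 (SD, n = 3) in dcKO and -0.29 ± 0.05 (SD, n = 4) in controls, a difference of 0.69 (exact permutation test, p = 0.0286). The score was 0.07 in the library labelled dcKO replicate 2 and 0.54 and 0.57 in replicates 3 and 4. As a replicate block, the pairs gave a difference of 0.69 (exact sign-flip test, p = 0.25). The genes of the list were selected from these libraries.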

**Figure 4:**
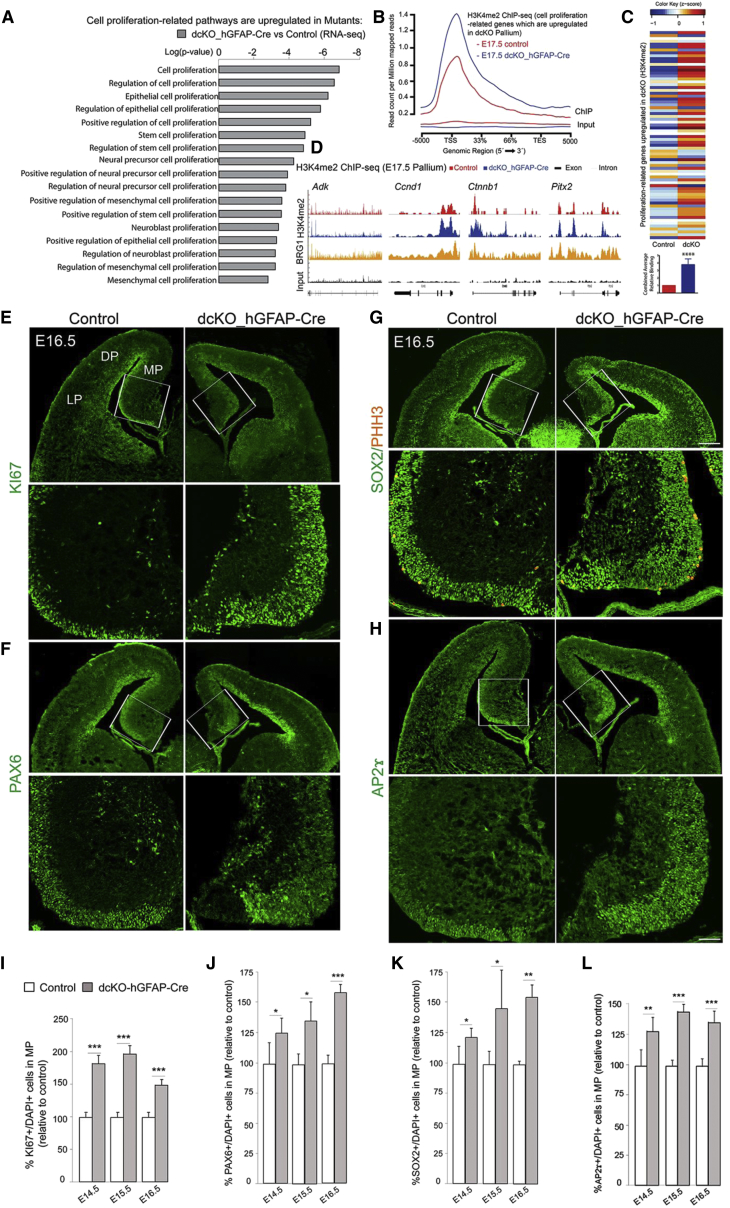
Loss of BAF155 and BAF170 Causes H3K4me2-Linked Upregulation of Genes Involved in the Mitotic Cell Cycle and Proliferation in Late Cortical Development (A) Proliferation- and cell-cycle-related genes are upregulated in the dcKO pallium at E17.5. (B) General H3K4me2 profile plot at proliferation-related genes that are upregulated in dcKO pallium. (C) Upper panel: heatmap depicting the changes in H3K4me2 levels at proliferation-related genes that are upregulated in dcKO pallium at E17.5. Lower panel: average relative H3K4me2 binding levels on those genes combined. (D) Integrated genome browser views of H3K4me2 and Brg1 binding (GEO: GSE37151) (Attanasio et al., 2014) along representative proliferation-related genes upregulated in dcKO pallium. (E–H) Representative images showing IF analyses of coronal sections of control and dcKO pallium at E16.5 using antibodies that specifically label the indicated NSC markers. Lower panels: higher-magnification images of areas indicated by white boxes. Note that a similar image of triple channels for PAX6/TBR2/CASP3 is shown in Figure S6H. (I–L) Quantitative analyses indicated increased numbers of NSCs in the MP of dcKO mutants at the indicated stages. Values are presented as means ± SEMs (^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.005; ^∗∗∗∗^p < 0.0001). Experimental replicates (n) = 6 (I and L), 4 (J and K). Abbreviations: TSS, transcription start site; TES, transcription end site; MP, medial pallium; DP, dorsal pallium; LP, lateral pallium. Scale bars represent 100 μm (G) and 50 μm (H).

Next, we assessed the changes in H3K4me2 levels at their individual TSS regions. As expected, most of them had an increase in this activatory mark with the overall trend being highly significant (Figure 4C) and they mostly converged into cell cycle-related groups (Figures S2D and S2E). The sites of increased H3K4me2 also substantially overlapped with BAF complex (BRG1) binding (Figures 4D and S2C). Selected candidates were confirmed by qPCR and ChIP-qPCR (Figures S2A and S2B). 

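The genes encoding the 3 demethylases differed little between the libraries labelled dcKO and the controls. Kdm1a had 320.6 ± 8.21 CPM (SD, n = 3) in dcKO and 319 ± 22.8 CPM (SD, n = 4) in control pallia, a log2 fold change of 0.01 (standard error 0.07, adjusted p = 0.974 in edgeR). Kdm6a had 67.7 ± 12.5 CPM (SD, n = 3) and 67.9 ± 15.4 CPM (SD, n = 4), a log2 fold change of -0.01 (standard error 0.20, adjusted p = 0.986 in edgeR). Kdm6b had 189 ± 19.7 CPM (SD, n = 3) and 175.2 ± 14.5 CPM (SD, n = 4), a log2 fold change of 0.11 (standard error 0.09, adjusted p = 0.563 in edgeR). All 3 differences were within the spread between replicates. The sign of the difference depended on the setting for Kdm1a, which had a log2 fold change of -0.01 with the replicate number as a block, and for Kdm6a when single libraries were left out. The library labelled dcKO replicate 2 had control levels of Smarcc1 and Smarcc2 and is included.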

Because the expression of genes encoding H3 demethylases LSD1/kdm1a, UTX/KDM6A, and JMJD3/KDM6B was unaltered in dcKO cortex in our RNA-seq experiment (Table S2), it is possible that BAF complexes control the methylation of H3K4 and H3K27 through mechanisms other than activating or inhibiting the expression of genes coding for these H3 demethylases. Our earlier study indicated that BAF complexes potentiate the H3K27 demethylase activity of UTX/KDM6A and JMJD3/KDM6B (Narayanan et al., 2015), which encouraged us to investigate whether endogenous BAF155 and BAF170 are required for full H3K4 demethylase activity of LSD1/KDM1A. We therefore performed the histone demethylase KDM1/LSD1 activity quantification assay (see Experimental Procedures). The results revealed that significantly less H3K4 is demethylated in BAF155/BAF170-ablated NSCs compared with control counterparts (Figure S2G).

IF analysis of the expression of HUCD, TUBB3, and NEUN indicated an enlargement of the VZ in the dcKO pallium, more strongly in MP than in D/LP (Figures 2E and 2G). Reconstruction analyses showed that the volume of the hippocampal neuroepithelium, as revealed by PAX6 expression, is larger in the mutant MP (Figures S5A and S5B; Video S1). These data suggest increased pools of progenitors in proliferative zones of the dcKO pallium. Indeed, more KI67^+^ mitotically active cells were found in mutants than in controls (Figures 4E, 4I, and S5C). We then examined pools of RGs and intermediate progenitors (IPs) (Figures 4F–4H, 4J–4L, and S5D–S5G). Similar to the increased number of KI67^+^ mitotic cells, the number of PAX6^+^, SOX2^+^, and AP2γ^+^ NSCs in the VZ gradually increased from E14.5 in the mutant MP (Figures 4F–4H). Notably, the effect was more profound in the NSC pool in the MP than in the D/LP (Figures S5C–S5F). This possibly relates to the spatiotemporal *hGFAP*-Cre activity, exerting early activity in the MP (Figures S1B and S1C). In contrast to the increased number of RGs, the number of TBR2^+^ IPs was decreased (Figures S5D and S5G), indicating disruption of neuronal differentiation in the mutant pallium.

To substantiate the effect of the H3K4me2 level on the cortical NSC pool, we examined an increased H3K4me2 by using (±)-trans-2-phenylcyclopropylamine hydrochloride (2-PCPA), a specific inhibitor of LSD1 histone demethylase. 2-PCPA has been shown to increase H3K4me2 in mouse brain (Sun et al., 2010). The treatment of 2-PCPA also led to an increased pool of PAX6^+^, SOX2^+^ NSCs in developing cortex (Figures S4E–S4G).

Together, these findings suggest that, in the absence of BAF155/BAF170, at late corticogenesis (E14.5–E17.5), NSCs in the VZ are kept in the proliferative phase rather than differentiating into IPs and/or neurons.

### RGs Acquire an NE-like Identity in the BAF155/BAF170-Deficient Pallium

The appearance of RGs in the pallium is marked by initiation of the expression of the astrocytic differentiation markers GLAST and BLBP at E12.5 (Hartfuss et al., 2001, Sahara and O'Leary, 2009). At E13.5 and E14.5, expression level of GLAST and BLBP is comparable between control and mutants (Figures S5H–S5L). Following IF analysis at later stages (E15.5–E16.5) we observed that, despite the increased number of PAX6^+^/SOX2^+^/AP2γ^+^ NSCs (Figures 4F and 4G), immunopositive signals for GLAST and BLBP were diminished in the DP/LP and largely undetectable in the MP in dcKO mutants (Figures 5A and 5D).

**Figure 5:**
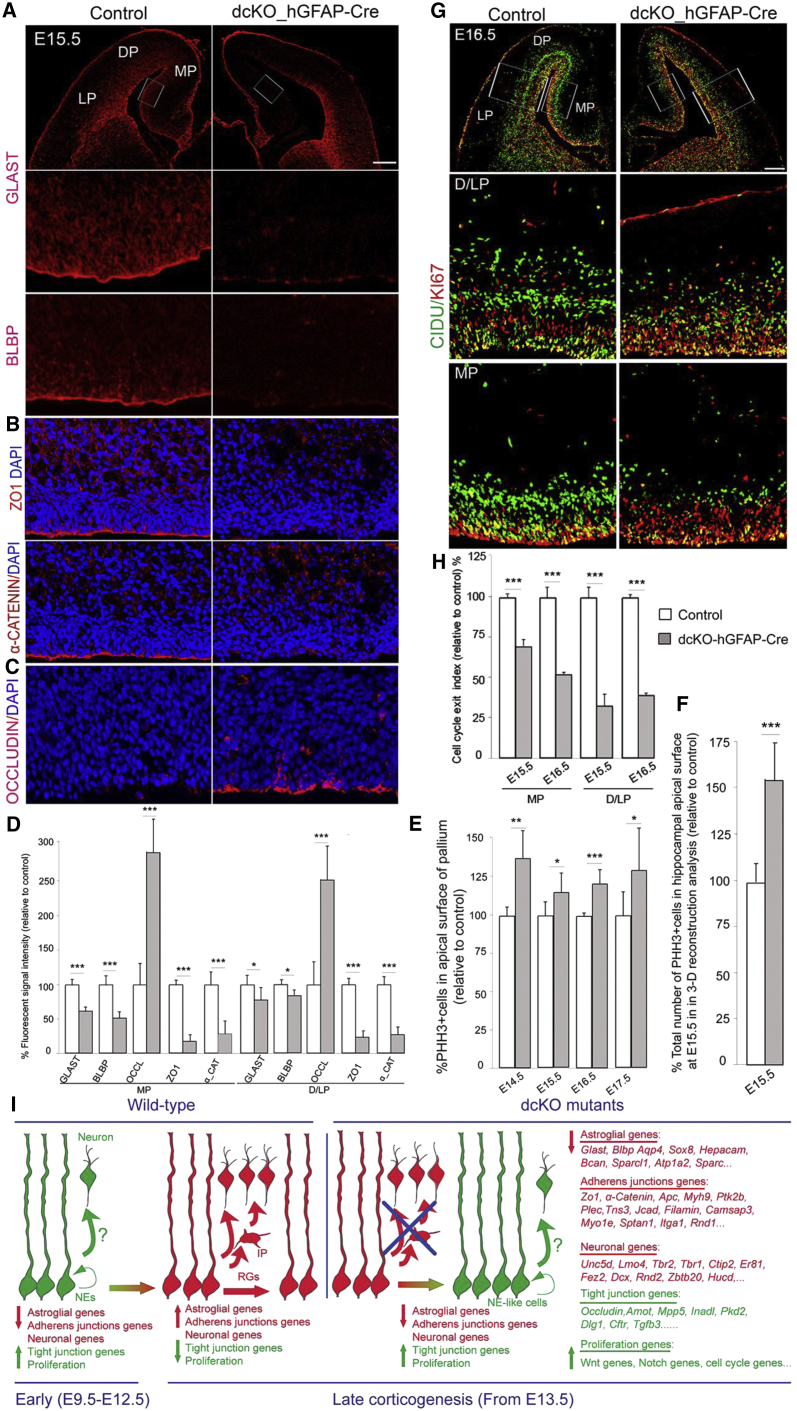
NE-like Cells in the BAF-Complex-Deleted Pallium in Late Development Retain Their Highly Proliferative Competence (A–C) Immunostaining of the control and dcKO pallium sections at E15.5 for indicated markers revealed an altered cell identity from GLAST^high+^/BLBP^high+^/ZO^high+^/α-Catenin^high+^/OCCLUDIN^−^ RGs in controls to GLAST^low+^/BLBP^low+^/ZO^low+^/α-Catenin^low+^/OCCLUDIN^high+^ NEs in dcKO MP. (D) Quantification and statistical analysis of (A)–(C) are shown. (E and F) Quantitative analyses showing that the loss of BAF155 and BAF170 leads to an increase in mitotic PHH3^+^ RGs in the pallium at E14.5–E16.5 (E). Note that quantification of PHH3^+^ cells (F) was done in the entire developing hippocampus (PAX6^+^/ZBTB20^+^) at E15.5 using 3D reconstruction (see also Figures S5A and S5B, Video S1). (G) Images showing double IF at E16.5 for CIDU, and KI67 in control and dcKO mutants. (H) Quantitative analyses showing a significantly lower exit index (number of CIDU^+^/KI67^-^ cells per total number of CIDU^+^ cells) in mutants in D/LP and MP areas than in controls. (I) Schema illustrating that a higher proportion of RG progenitors in the late-stage (from E13.5) dcKO pallium acquire NE-like identity (i.e., downregulated expression of astroglial, adherens junction, differentiation genes and upregulated expression of tight junction, proliferation genes). Values are presented as means ± SEMs (^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.005). Experimental replicates (n) = 6 (D and E), 4 (F and H). Abbreviations: NE, neuroepithelial cell; RG, ventricular radial glial progenitors, Hi, hippocampus; Cx, cortex; MP, medial pallium; DP, dorsal pallium; LP, lateral pallium. Scale bars represent 100 μm (A and G).

Another hallmark for NE-RG cell transition is the replacement of tight junctional complexes (NE trait) with adherens junctions (RGs trait) (Aaku-Saraste et al., 1996, Sahara and O'Leary, 2009). 

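The tight junction genes Amot, Mpp5, Ocln, Patj (Inadl), Pkd2, Dlg1, Cftr and Tgfb3 were all higher in the libraries labelled dcKO, with log2 fold changes between 0.22 and 1.44. Of the 8 genes, 5 passed an unadjusted p under 0.01 in edgeR, and 0 had an adjusted p under 0.05. Dlg1 had a log2 fold change of 0.27 (standard error 0.06, adjusted p = 0.136 in edgeR) and Tgfb3 of 0.90 (standard error 0.21, adjusted p = 0.142 in edgeR). Cftr, at 1.23 ± 0.395 CPM (SD, n = 3) in dcKO, had a log2 fold change of 1.44 (standard error 0.37, adjusted p = 0.147 in edgeR). Ocln did not differ beyond the replicate error (log2 fold change 0.30, standard error 0.23, adjusted p = 0.562 in edgeR). Each of the 8 genes but Mpp5 passed an adjusted p under 0.05 in 1 of the 7 fits that left out a library. Of 17 adherens junction genes, 16 were lower and 1 was higher. Plec had the smallest p, falling from 24.9 CPM in controls to 15.5 ± 1.66 CPM (SD, n = 3) in dcKO (log2 fold change -0.68, standard error 0.11, adjusted p = 0.0813 in edgeR). Itga1 followed, with a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.101 in edgeR). Tns3, Ptk2b, Jcad, Camsap3, Apc, Myh9, Myo1e, Sptan1 and Rnd1 had log2 fold changes between -0.92 and -0.16. Tjp1, which encodes ZO1, had a log2 fold change of -0.07 (standard error 0.06, adjusted p = 0.623 in edgeR). The name filamin stands for more than 1 gene, and the log2 fold changes were -0.13 for Flna and -0.65 for Flnc. Of the α-catenin genes, Ctnna1 had a log2 fold change of 0.22 (standard error 0.06, adjusted p = 0.153 in edgeR) and Ctnna2 of -0.05. Plec, Itga1, Tns3, Ptk2b, Jcad, Myo1e, Flna, Flnc and Ctnna1 passed an adjusted p under 0.05 in 1 of those 7 fits. Apc, Camsap3, Myh9, Sptan1, Rnd1, Tjp1 and Ctnna2 did not. The score of the tight junction list differed by 0.52 between dcKO and control libraries and that of the adherens junction list by -0.33 (exact permutation test on 3 against 4 libraries, p = 0.0286 for each). With the replicate block, the differences were 0.53 and -0.35 (exact sign-flip test on 3 pairs, p = 0.25 for each). The library labelled dcKO replicate 2, with Smarcc1 and Smarcc2 at the control level, scored -0.07 for both lists. The genes of both lists were named by the paper as changed in these libraries, so the score differences are descriptions and no independent test.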

Notably, we found that, during late corticogenesis, many genes encoding for tight junction proteins (e.g., *Amot*, *Mpp5*, *Occludin*, *Inadl*, *Pkd2*, *Dlg1*, *Cftr*, *Tgfb3*) were significantly upregulated and also those involved in adherens junction proteins (e.g., *Tns3*, *Plec*, *Ptk2b*, *Zo1*, *α-Catenin*, *Kiaa1462/Jcad*, *filamin*, *Camsap3*, *Apc*, *Myh9*, *Myo1e*, *Sptan1*, *Itga1*, *Rnd1*) were downregulated in the dcKO pallium (Tables S2 and S4). Additionally, we examined VZ expression of OCCLUDIN (a tight junction marker) and ZO1, α-CATENIN (adherens junction markers) localized at the apical surface. OCCLUDIN is normally downregulated in NEs as they differentiate into RGs (Aaku-Saraste et al., 1996, Sahara and O'Leary, 2009). At E13.5–E16.5, expression of OCCLUDIN at the apical surface of the VZ in the control pallium was undetectable, whereas its expression was strongly upregulated in the dcKO pallium at E15.5–E16.5 (Figures 5C, 5D, and S5I). The expression of adherens junction markers ZO1, and α-CATENIN at the apical surface of RGs was not affected at E13.5–E14.5 (Figures S5J–S5L) but was largely absent at E16.5–E17.5 in dcKO cortex (Figures 5B and 5D).

BAF complexes seem not only to block NE fate in late pallium development but also control the differentiation from NEs to RGs, as shown by downregulated expression of the RG markers BLBP and GLAST together with upregulated expression of the NE marker OCCLUDIN in the dcKO_*Emx1*-Cre cortex at E13.5 (Figures S5M–S5O). Thus, our data revealed that the downregulation of the expression of astroglial and adherens junction markers is correlated with upregulation of tight junction markers in late cortical development of dcKO mutants. These complementary datasets indicate that deletion of BAF complexes during late development of the pallium dedifferentiates RGs to NE-like cells.

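Table S4 and the text name 9 astroglial genes, of which 7 were lower and 2 higher in the libraries labelled dcKO. Aqp4 had 4.03 ± 0.472 CPM (SD, n = 3) in dcKO and 8.79 CPM in control pallia (log2 fold change -1.13, standard error 0.28, adjusted p = 0.143 in edgeR). Sparc had a log2 fold change of -0.36 (standard error 0.09, adjusted p = 0.143 in edgeR). Bcan, Hepacam, Sparcl1 and Sox8 had log2 fold changes between -0.79 and -0.31. The 2 genes that were higher encode the RG markers BLBP and GLAST. Fabp7 (BLBP) had a log2 fold change of 0.26 (standard error 0.06, adjusted p = 0.134 in edgeR), and Slc1a3 (GLAST) of 0.15 (standard error 0.08, adjusted p = 0.356 in edgeR). At an unadjusted p under 0.01, 4 genes were lower and 1 was higher, and 0 passed after adjustment. Aqp4, Sparc, Bcan, Hepacam, Sparcl1, Sox8 and Fabp7 passed an adjusted p under 0.05 in 1 of the 7 fits that left out a library. Slc1a3 did not. The list score was -0.26 ± 0.22 (SD, n = 3) in dcKO and 0.20 ± 0.14 (SD, n = 4) in controls, a difference that did not pass the threshold (exact permutation test, p = 0.0571). The library labelled dcKO replicate 2, at control levels of Smarcc1 and Smarcc2, scored -0.0089, just below the lowest control at -0.0036, so the groups did not overlap in this score. Genes of the list were named by the paper as changed in the same libraries, so its score is no independent test. From the lower astroglial and adherens junction genes and the higher tight junction genes, together with its immunofluorescence data, the paper concludes that RGs dedifferentiate to NE-like cells.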

### Change in Spindle Orientation and Increased Proliferative Capacity of NSCs in the BAF155/BAF170-Deficient Pallium

To assess the implications of the retention of an NE-like identity in the mutant cortex, we first found out whether the dedifferentiation from RGs to NE-like cells was consequent to or caused altered spindles orientation. We stained E15.5–E16.5 sections from control and dcKO pallium using antibodies against PVIM and PHH3 to mark mitotic cells and chromatin, respectively (Figure S5A). The division angles of apical RGs were quantified and categorized based on cleavage angle: vertical (60°–90°), oblique (30°–60°), and horizontal (0°–30°). Notably, more progenitors with vertical cleavage were detected in the mutant pallium than in controls (Figures S5A and S5B), suggesting that the loss of BAF complexes in late pallial development induces proliferative symmetric divisions, which mainly generate NEs and RGs.

The increased number of PAX6^+^/SOX2^+^ NSCs suggested that RGs were kept in the cell cycle to promote their proliferation, instead of exiting to become neurons. To ascertain whether loss of functional BAF155 and BAF170 leads to altered cell proliferation, we labeled M-phase cells by immunostaining with an anti-PHH3 antibody. Quantitative comparisons of immunostained medial brain sections of the E14.5–E17.5 pallium (Figures 4A and 5D) and 3D reconstruction analyses of the entire hippocampus at E15.5 (Figure 5E) indicated that the loss of BAF155 and BAF170 resulted in an increased number of PHH3^+^ cells in the pallium (Figures 5D and 5E).

To better characterize BAF155/BAF170 loss-of-function effects on neuronal differentiation, we next used a thymidine analog (CIdU) injection paradigm (24-hr CIDU pulse labeling) to establish a quantitative *in vivo* cell cycle exit index in the developing MP and D/LP (Figures 5G and 5H). We also performed double-labeling IF using antibodies against CIDU to label both cycling progenitors and those that recently exited the cell cycle, and KI67 for proliferating progenitors in all cell cycle phases. Statistical analyses revealed a significantly lower cell cycle exit index in dcKO mutants compared with controls (Figures 5G and 5H). To examine whether BAF155/BAF170-deficient NSCs undergo several proliferative rounds, we again detected the sequential incorporation of different thymidine analogues (CIdU, IdU) into cortical NSCs (Figure S6C). Given that cell cycle length of cortical progenitors between E14.5 and E16.5 is about 15–18 hr per cycle (Takahashi et al., 1995), pregnant mice were injected with CIdU (at E14.5) and IdU (at E15.5). Tissue was collected at E16.5 and processed for IHC analysis with antibodies against CIDU, IDU, and KI67 (Figure S6D). The cortical cells between 1 and 3 successive rounds of cell division were labeled as follows: (1) cells from the first and the second cell divisions as well as their progenies are marked with CIDU (in green) and with IDU (in violet) respectively; (2) cells in third mitotic cell cycle will be labeled by KI67 (red). Our statistical analysis (Figure S6E) indicated that, between E14.5 and E16.5, many cortical progenitors exit from the first (CIDU^+^/IDU^−^/KI67^-^: 6% ± 0.83% in control and 0.7% ± 0.38% in dcKO, green part of chart) and second (CIDU^+^/IDU^+^/KI67^−^: 73% ± 2.52% in control and 31.82% ± 3.30% in dcKO, violet part of chart) cell cycles in control cortex, whereas a large fraction of NSCs further enters third (CIDU^+^/IDU^+^/KI67^+^: 20.16% ± 1.94% in control and 67.47% ± 9.70% in dcKO, red part of chart) cell cycle in dcKO cortex.

We also examined apoptosis at different stages from E14.5 to E18.5 in the MP by performing IF for CASP3 (Figures S6F–S6K). Compared with controls, significantly higher numbers of dying cells were found in the MP of dcKO pallium (Figures S6F–S6J). Particularly, most apoptotic cells in mutants were PAX6^+^ RGs, while apoptotic TBR2^+^ IPs were detected to a lesser extent. Apoptotic HUCD^+^ neurons were rarely detected (Figures S6F–S6I and S6K), and this paralleled our previously observed apoptotic effect of selective loss of BAF complex in post-mitotic neurons. The latter effect is further supported by the observation that selective elimination of BAF155 and BAF170 in post-mitotic neurons in dcKO_*Nex*-Cre had no effect on the populations of CTIP2^+^/ZBTB20^+^ neurons, PAX6^+^/SOX2^+^ NSCs (Figures S6L–S6N) or CASP3^+^ apoptotic cells (Narayanan et al., 2015).

Collectively, these findings indicate that the deletion of BAF complexes results in H3K4me2-linked activation of proliferation- and cell-cycle-associated genes. This resulted in three main morphogenetic defects of the dcKO pallium: (1) an expanded pool of NSCs, (2) diminished neurogenesis in late corticogenesis, and (3) malformed late-formed structures such as upper cortical layers and the hippocampus.

### Elimination of BAF155 and BAF170 De-represses Wnt Signaling in Late Corticogenesis

Previous work has suggested that enhanced Wnt signaling promotes cortical NSC proliferation (Chenn and Walsh, 2002, Machon et al., 2007). We found that, during late corticogenesis, a considerable number of genes involved in Wnt signaling, including many Wnt target genes, were significantly upregulated in the dcKO pallium (Figures 6A, 6B, and S7A, Table S2). These genes showed an overall (Figures 6C and 6D) increase in H3K4me2 levels. Moreover, their TSS regions, where increased H3K4me2 is observed in dcKO embryos, also coincide with BRG1 binding sites (Figure 6E).

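Of 37 Wnt-related genes listed as higher in Table S3, 36 passed the filter on low counts and all 36 were higher in the libraries labelled dcKO, 29 of them at an unadjusted p under 0.01 and 0 at an adjusted p under 0.05 in edgeR. Of the 18 Wnt target genes of Fig. 6B and Table S3, 17 were tested and all 17 were higher, 11 at an unadjusted p under 0.01 and 0 after adjustment. Each of the 17 but Lef1 and Igf2bp1 passed an adjusted p under 0.05 in 1 of the 7 fits that left out a library. Dkk1 had the largest change, from 0.087 CPM in controls to 1.13 ± 0.506 CPM (SD, n = 3) in dcKO (log2 fold change 3.67, standard error 0.55, adjusted p = 0.0801 in edgeR). Sfrp1 rose from 135 CPM to 226 ± 33.4 CPM (SD, n = 3), a log2 fold change of 0.75 (standard error 0.11, adjusted p = 0.0801 in edgeR). Sox9 had a log2 fold change of 0.40 (standard error 0.08, adjusted p = 0.107 in edgeR), and Tnfrsf11a of 1.10 (standard error 0.24, adjusted p = 0.125 in edgeR). Axin2 had a log2 fold change of 0.41 (standard error 0.13, adjusted p = 0.188 in edgeR), and its groups overlapped. Lef1, with 0.32 (standard error 0.14, adjusted p = 0.308 in edgeR), was among the smaller changes. Jag1, Trp53, Dkk2, Tcf7l1, Tcf7l2, Wif1, Ctnnb1, Tle1 and Igf2bp1 had log2 fold changes between 0.24 and 1.19. The score of the Wnt list was 0.34 ± 0.25 (SD, n = 3) in dcKO and -0.26 ± 0.06 (SD, n = 4) in controls (exact permutation test, p = 0.0286). The score of the Wnt target list was 0.36 ± 0.20 (SD, n = 3) in dcKO and -0.27 ± 0.06 (SD, n = 4) in controls (exact permutation test, p = 0.0286). The library labelled dcKO replicate 2, whose Smarcc1 and Smarcc2 were not reduced, scored 0.05 and 0.14 on the 2 lists. The differences were 0.59 and 0.60 with the replicate block (exact sign-flip test on 3 pairs, p = 0.25 for each). Both lists were drawn by the paper from these libraries.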

**Figure 6:**
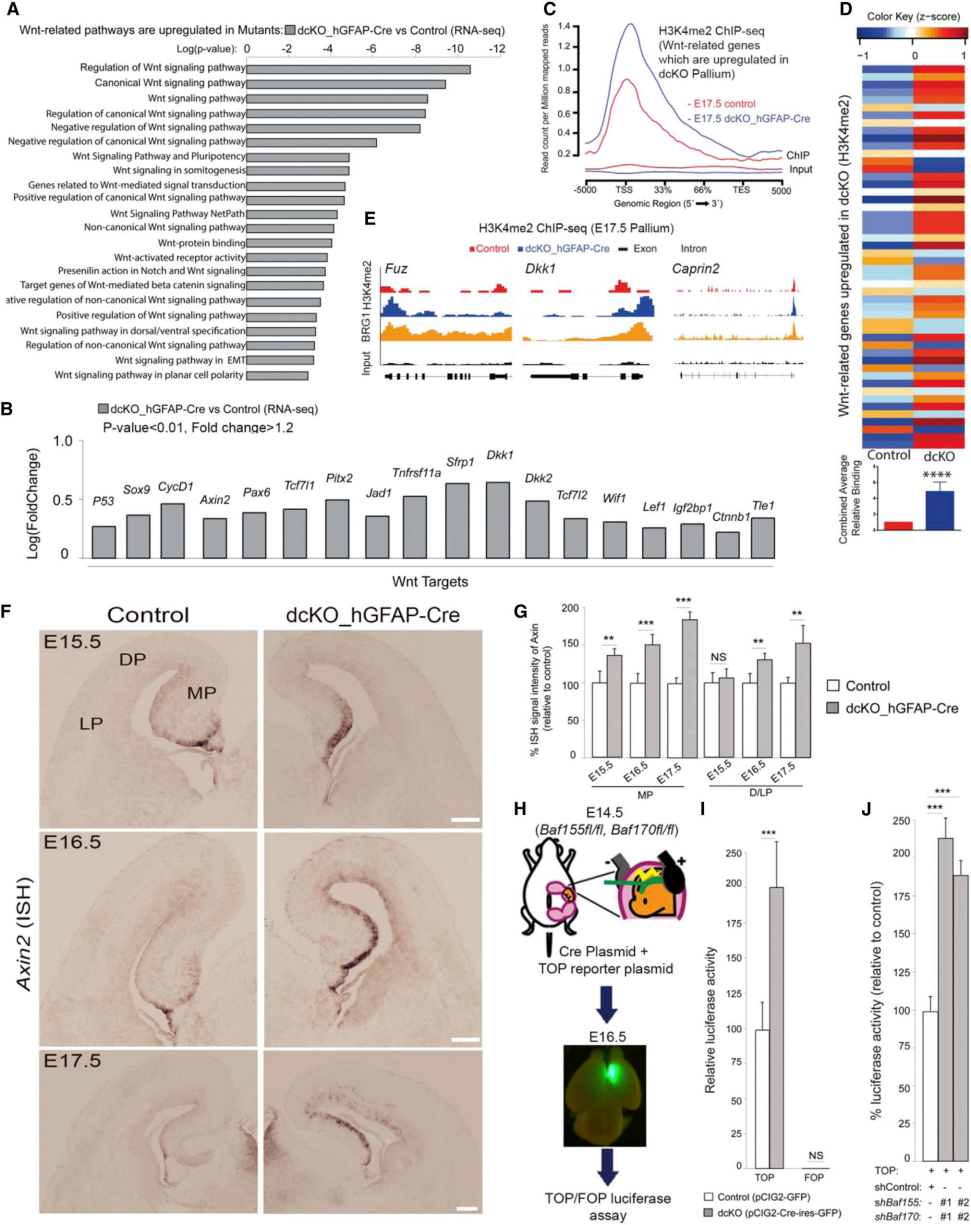
BAF Complexes Suppress Wnt Signaling Activity (A) Wnt-related genes are upregulated in the dcKO pallium at E17.5. (B) Wnt target genes upregulated in the dcKO pallium are shown. (C) General H3K4me2 profile plot of Wnt-related genes that are upregulated in dcKO pallium. (D) Upper panel: heatmap depicting the changes in H3K4me2 levels of Wnt-related genes that are upregulated in dcKO pallium at E17.5. Lower panel: average relative H3K4me2 binding levels on those genes combined. (E) Integrated genome browser views of H3K4me2 and BRG1 binding (GEO: GSE37151) (Attanasio et al., 2014) along representative Wnt-related genes upregulated in dcKO pallium. (F and G) ISH (F) and quantitative (G) analyses comparing the expression of the Wnt target *Axin2* in the control and dcKO pallium at E15.5–E17.5. (H–J) *In vivo* (H and I) and *in vitro* (J) luciferase assay indicating higher Wnt signaling activity in BAF155/BAF170-depleted pallial cells (I) and in Neuro2A cells (J) compared with control cells. Values are presented as means ± SEMs (^∗∗^p < 0.01; ^∗∗∗^p < 0.005; ^∗∗∗∗^p < 0.0001). Experimental replicates (n) = 6 (G and J), 4 (I). Abbreviations: TSS, transcription start site; TES, transcription end site; MP, medial pallium; DP, dorsal pallium; LP, lateral pallium. Scale bars represent 100 μm (F).

To provide additional support, we also performed *in situ* hybridization (ISH) analysis of the expression of *Axin2*, a direct target of Wnt/β-catenin activity. This analysis showed that, unlike controls, in which *Axin2* mRNA staining was faint and confined mostly to the MP at E15.5–E17.5, the BAF complex-deficient pallium exhibited diffused *Axin2* staining in the MP VZ at E15.5 and throughout the pallium VZ at E16.5–E17.5 (Figures 6F and 6G).

To further address the capacity of BAF complexes to regulate Wnt signaling, we performed *in vivo* reporter assays by electroporating a luciferase promoter construct TOP, containing β-catenin/TCF binding sites and a mutated form, FOP, as negative control into the embryonic brain. To eliminate BAF function, we electroporated TOP-/FOP-FLASH reporter plasmids plus a Cre-expressing plasmid into the E14.5 MP of *Baf155*^*fl/fl*^*:Baf170*^*fl/fl*^ embryos. We then examined isolated tissue samples from the MP using the TOP/FOP luciferase assay. These analyses indicated that BAF complex knockout in the pallium significantly enhanced TOP-, but not FOP-reporter activity (Figure 6H and 6I). Similarly, dual silencing of *Baf155* and *Baf170* markedly increased Wnt signaling activity in Neuro2A cells *in vitro* (Figure 6J), suggesting that BAF complex deficiency indeed increased the transcriptional activity of the Wnt target genes that control NSC proliferation. Such candidate genes (e.g., *Pax6*, *Ap2γ*, and *Cyclin D1*) are critical for the timely progression of the cell cycle (Figure 7A).

**Figure 7:**
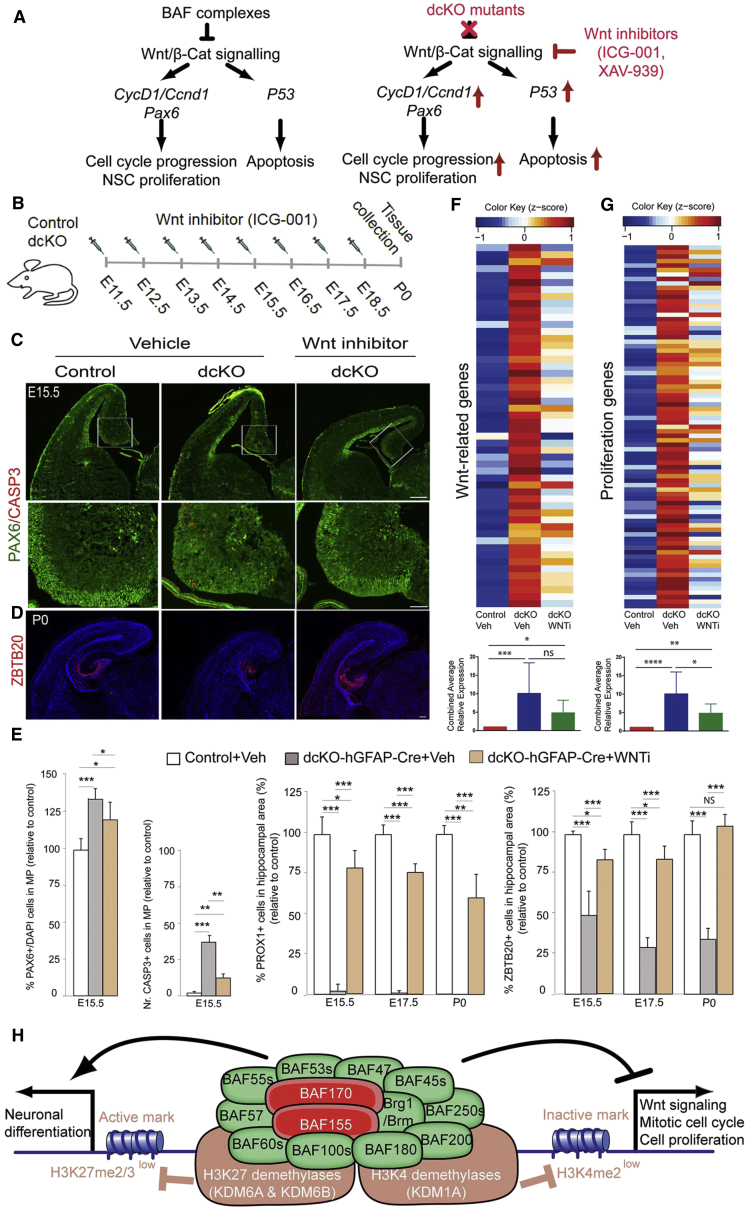
BAF Complexes Control Hippocampal Development by Suppressing Wnt Signaling Activity (A) Schematic model of the molecular cascades underlying late stages of pallium development in WT and dcKO pallium. (B) Rescue experimental paradigm with the Wnt inhibitor (WNTi, ICG-001). (C–E) IF (C and D) and quantitative (E) analyses of dcKO mutants at the indicated stages, showing the effects of treatment with ICG-001 on pools of PAX6^+^ NSCs (C and E), CASP3^+^ apoptotic cells (C and E), and ZBTB20^+^ (D and E) and PROX1^+^ neurons (E) in the developing hippocampus. (F and G) Expression of Wnt (F) and Proliferation (G)-related genes in control, vehicle (Veh), WNTi-treated pallium. (H) A proposed model showing how loss of BAF155 and BAF170 in dcKO mutants controls epigenetic and neural gene expression programs in proliferation and neuronal differentiation of the pallium in late developmental stages. Values are presented as means ± SEMs (^∗^p < 0.05; ^∗∗^p < 0.01, ^∗∗∗^p < 0.005; ^∗∗∗∗^p < 0.0001). Experimental replicates (n) = 4 (E, F, and G). Scale bars represent 100 μm (C, D, and F) and 50 μm (C).

Next, we directly determined whether BAF complex in the MP regulates hippocampal development via suppression of Wnt signaling. To this end, we used ICG-001, a Wnt signaling inhibitor, to perform rescue experiments (Figures 7A and 7B). Starting from E11.5, pregnant mice were intraperitoneally injected daily with an ICG-001 solution, and brain samples were collected at E15.5, E17.5, and postnatal stage 0 (P0) (Figure 7B). ICG-001 treatment of dcKO mutants resulted in the reversal of NE-like cell characteristics (BLBP^low^/GLAST^low^/OCCLUDIN^high^) to RG features (BLBP^high^/GLAST^high^/OCCLUDIN^low^) that typify the WT pallium (Figures S7B–S7E). Furthermore, IF analyses at E15.5 with PAX6 and CASP3 antibodies revealed that the Wnt inhibition decreased the number of PAX6^+^ NSCs and CASP3^+^ apoptotic cells (Figures 7C and 7E) in dcKO mutants. Concurrently, ICG-001 administration in dcKO mutants caused a near-WT increase in the number of PROX1^+^ DGs and ZBTB20^+^ hippocampal neurons in MP (Figures 7D and 7E) and also in the number of CTIP2^+^, SATB2^+^, and CUX1^+^ cortical neurons in L/DP (Figures S7F–S7H). Strikingly, treatment with the Wnt inhibitor almost completely rescued the aberrant hippocampal morphology in mutants (Figures 7D and 7E). To consolidate this claim, pregnant mice were treated with XAV-939, a substance with similar effect as ICG-001 (Mutch et al., 2010). As expected, XAV-939 treatment reproduced the Wnt inhibition-dependent rescue of cortical anomalies in dcKO mutants (Figures S7I–S7O).

Finally, we compared the transcriptome of cortices from control and dcKO embryos, which were treated with either Veh or Wnt inhibitor (Table S5, Figures 7F and 7G). 

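RNA-seq counts of this experiment were analysed here for 4 WT cortices treated with vehicle, 4 cortices labelled dcKO treated with vehicle and 4 labelled dcKO treated with the Wnt inhibitor, all at E17.5. The counts were made by the authors as for the untreated pallia, but the tables list another and larger set of genes. The total count per library lay between 12514443 and 26600594 in WT vehicle (median 19731737.5), between 21516995 and 22953776 in dcKO vehicle (median 22162408) and between 16060994 and 24635257 with the inhibitor (median 18967861). The 12 libraries were fitted together in edgeR, and 16372 genes passed the filter. Smarcc1 had 245, 266, 299 and 256 CPM in WT vehicle replicates 1 to 4. In the libraries labelled dcKO vehicle it had 136, 242, 133 and 138 CPM, and in those labelled dcKO with the inhibitor 214, 252, 140 and 173 CPM. Smarcc2 had 834, 716, 664 and 711 CPM in WT vehicle, 439, 692, 425 and 435 CPM in dcKO vehicle and 644, 695, 416 and 586 CPM with the inhibitor. Replicate 2 of both dcKO groups, and replicates 1 and 4 of the inhibitor group to a lesser extent, thus had levels of the deleted genes that go against their labels. Between dcKO vehicle and WT vehicle, 255 genes were higher and 212 lower at an unadjusted p under 0.01, and 1 and 0 at an adjusted p under 0.05. That gene was Prm1, with 22.6 ± 13.4 CPM (SD, n = 4) in dcKO vehicle and 0.179 CPM in WT vehicle (log2 fold change 7.10, standard error 0.93, adjusted p = 0.0493 in edgeR). DESeq2 with a prior on fold changes gave 77 genes higher and 34 lower after adjustment. With the replicate block, edgeR gave 4 higher and 1 lower. Same-numbered libraries of these 2 groups deviated together with a mean correlation of 0.0565, against -0.0150 for the others.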

Treatment with Wnt inhibitor decreases the expression of proliferation- and Wnt-related genes that are upregulated in dcKO embryos (Figures 7F and 7G).

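The lists of Table S3 were drawn from the untreated pallia. Same-numbered libraries of the 2 experiments deviated together from their group means, with a mean correlation of 0.501 over 7 pairs, against -0.153 for other pairs. The differences between dcKO vehicle and WT vehicle therefore cannot be taken as an independent test of these lists. Between the libraries labelled dcKO vehicle and WT vehicle, 79 of 79 tested proliferation genes, 37 of 37 Wnt-related genes and 18 of 18 Wnt target genes were higher, with score differences of 0.75, 0.66 and 0.80 (two-sided exact permutation test on 4 against 4 libraries, p = 0.0286 for each, the smallest p possible). With the inhibitor, 68 of the 79 proliferation genes were lower than in dcKO vehicle, and the score fell from 0.18 ± 0.28 (SD, n = 4) to -0.18 ± 0.39 (SD, n = 4). In the unpaired comparison this decrease did not pass the threshold (difference -0.37, two-sided exact permutation test, p = 0.171). Of the Wnt-related genes 34 of 37 were lower (difference -0.36, two-sided exact permutation test on 4 against 4 libraries, p = 0.143), and of the Wnt target genes 16 of 18 (difference -0.28, two-sided exact permutation test on 4 against 4 libraries, p = 0.314). At an unadjusted p under 0.01 in edgeR, 6 proliferation genes, 4 Wnt-related genes and 0 Wnt target genes were lower, and 0 genes of the 3 lists passed after adjustment. Ccnd1 had 36.9 ± 9.21 CPM (SD, n = 4) with the inhibitor and 48.4 ± 7.14 CPM (SD, n = 4) in dcKO vehicle (log2 fold change -0.39, standard error 0.16, adjusted p = 0.2798 in edgeR). Axin2 had a log2 fold change of -0.35 (standard error 0.16, adjusted p = 0.318 in edgeR). Of the 18 Wnt target genes, Igf2bp1 alone had no overlap between the 2 groups (log2 fold change -0.32, standard error 0.14, adjusted p = 0.292 in edgeR). Smarcc1 was higher with the inhibitor (log2 fold change 0.26, standard error 0.21, adjusted p = 0.553 in edgeR). This difference was within the replicate error, but the level of Smarcc1 varied between the libraries of each group. Within dcKO vehicle, the proliferation score was -0.23 in replicate 2, whose Smarcc1 was at the WT level, and 0.29, 0.32 and 0.36 in the others. With the inhibitor it was -0.66, -0.34, 0.14 and 0.12 in replicates 1 to 4. The proliferation and Wnt scores were thus lower with the inhibitor in 4 of 4 same-numbered pairs, and the Wnt target score in 3 of 4. With the replicate number as a block the differences had the same size, and the exact sign-flip test on 4 pairs gave p = 0.125 for the proliferation and Wnt lists and p = 0.375 for the Wnt targets, where 0.125 is the smallest p possible. Same-numbered libraries of these groups deviated together with a mean correlation of 0.0959, against -0.0285 for the others. Over all genes, 400 were higher and 361 lower with the inhibitor at an unadjusted p under 0.01, and 7 higher and 2 lower at an adjusted p under 0.05. The genes with the smallest p were Sfrp5 (adjusted p = 0.0194 in edgeR, from 0.470 to 2.05 ± 0.430 CPM), Sox8 (log2 fold change 0.88), Foxp1 (log2 fold change 0.76), Syt6 (log2 fold change 0.62) and Aebp1 (log2 fold change 2.45) among those that rose. Dera (log2 fold change -1.22, adjusted p = 0.0339 in edgeR) and BC049715 (log2 fold change -2.12, adjusted p = 0.0459 in edgeR) fell. From these data together with its other experiments, the paper concludes that BAF complexes act through suppression of Wnt signalling.

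**Figure D3:**
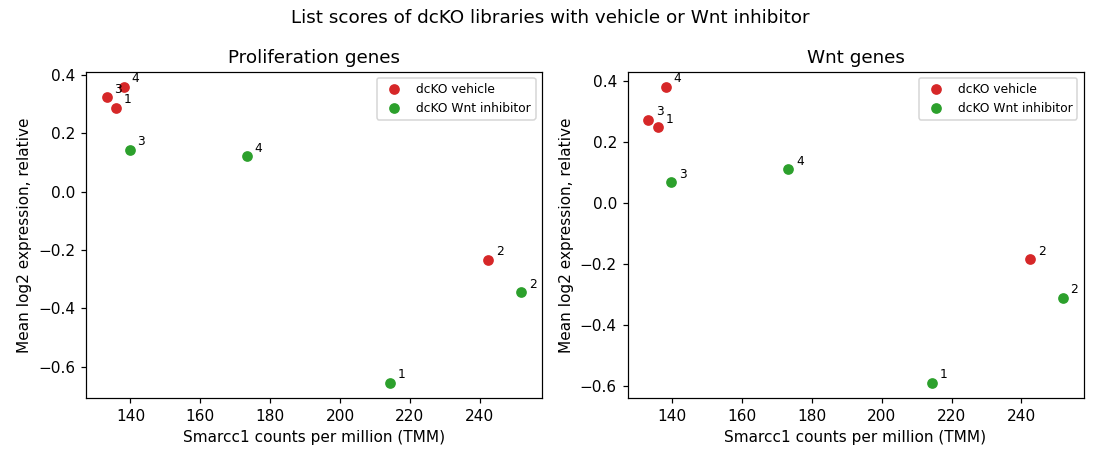
Proliferation and Wnt list scores (mean log2 CPM difference from the gene mean) against Smarcc1 in CPM, in the 4 libraries labelled dcKO vehicle and the 4 labelled dcKO with the Wnt inhibitor. Points are numbered by replicate, and the inhibitor library with the lowest proliferation score, -0.66, is replicate 1.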

Taken together, these results demonstrate that loss of BAF complexes during late cortical neurogenesis leads to aberrant enhancement of Wnt signaling activity and causes increased NSC proliferation-related defects similar to those observed after Wnt/β-catenin overexpression (Chenn and Walsh, 2002, Machon et al., 2007). These findings demonstrate that BAF complexes are required for proper hippocampal development through appropriate suppression of Wnt signaling in late developmental stages of the pallium.

## Discussion

In this study, we present evidence for the involvement of chromatin-remodeling BAF complexes in the regulation of global gene expression and epigenetic programs during late cortical neurogenesis. We showed that specific interactions of BAF155/BAF170 subunits with H3K27 and H3K4 demethylases possibly potentiate their activity during corticogenesis. During late development, loss of H3K27me3 and H3K4me2 marks on regulatory regions of distinct sets of genes potentiates disinhibition of transcription of RG- and neuronal differentiation-related genes, and suppresses NE-, Wnt signaling-, cell cycle-, and proliferation-related genes, respectively (Figure 5I). Thus, BAF complexes act both as activators and as repressors to regulate global epigenetic and gene expression programs during late corticogenesis and hippocampus development.

### BAF155/BAF170-Dependent Maintenance of RG Cell Fate during Late Cortical Neurogenesis

Cortical neurogenesis comprises three main phases: (1) an expansion phase, characterized by symmetric division of NEs and expansion of the proliferative cell population; (2) a transition period during which NEs differentiate into RGs via asymmetric divisions to generate neurons as well as basal progenitors; and (3) a terminal phase during which progenitors undergo a terminal symmetric division to generate neurons and become quiescent (Dehay and Kennedy, 2007, Gotz and Huttner, 2005, Kriegstein and Alvarez-Buylla, 2009, Martynoga et al., 2012).

A few molecular factors are known to regulate NE to RG transition and RG differentiation (Dehay and Kennedy, 2007, Gotz and Huttner, 2005, Kriegstein and Alvarez-Buylla, 2009, Martynoga et al., 2012). For example, ablation of *Fgf10* delayed RG differentiation during early corticogenesis, whereas NE fate seemed unaffected (Sahara and O'Leary, 2009). It is thus conceivable that, at later stages, other mechanisms may be required in limiting NSC fate to allow neuronal differentiation.

We showed that elimination of the BAF complex, by deleting the two scaffolding subunits BAF155 and BAF170 in cortex from E14.5 onward, results in a loss of RG fate hallmarks (diminished expression of astroglial and adherens junction markers), accompanied by gain of NE features (activation of tight junction and proliferation genes) (Figure 5H). Phenotypically, in the *dcKO* pallium, we found an overactive progenitor proliferation through symmetric divisions (a feature of NEs), instead of the typical predominant late-stage asymmetric division to produce one RG and a neuron or an IP. This leads to overproduction of NSCs at the expense of their derivatives (IPs and upper-layer neurons), and instigating the decreased radial cortical thickness and hypoplasia of the hippocampus in the dcKO mutants (Figure 5H).

Altogether, our results demonstrate that the chromatin-remodeling BAF complex is a crucial factor for ensuring the suppression of NE fate in the late neurogenic phase of corticogenesis.

### BAF Complexes Control NSC Proliferation and Differentiation in Early and Late Embryonic Stages via Distinct Epigenetic Mechanisms

Discrete histone marks activate or inhibit gene expression programs that regulate neural development. Modifications such as H3K4me2/3 and H3K27Me2/3, regulated by their corresponding histone lysine methyltransferases (KMTs) and demethylases (KDMs), are associated with transcriptional activation and repression respectively.

H3K4 is commonly targeted by numerous KMTs and KDMs. In pluripotent ESCs, H3K4me2 marks signaling pathway genes that are required for the transition of neural progenitors to mature neurons (Zhang et al., 2012). H3K4me2 marks are established mainly by KMT2C/D methyltransferases and are removed by the KDM1 (LSD1) demethylase (Shi et al., 2004), which we found to be highly expressed in late cortical progenitors (Figure S1). Interestingly, LSD1 is also highly expressed in late progenitors in the developing mouse retina, and its inhibition blocks the differentiation of rod photoreceptors during late developmental stages (Popova et al., 2016).

Our earlier work indicated that BAF complexes interact with the H3K27 demethylases KDM6A/B to promote cell proliferation and neuronal differentiation in early cortical development (Narayanan et al., 2015). Accordingly, loss of BAF complexes in early corticogenesis results in a global increase in repressive H3K27me3 marks and downregulation of genes important for progenitor proliferation and differentiation. These two outcomes following ablation of BAF complexes during late development suggest a dual function of BAF complexes in activating neuronal differentiation genes and suppressing proliferation-related pathways that may reflect independent processes mediated by distinct BAF complex cofactors. As in early stages, BAF complexes possibly induce neuronal differentiation by interacting with KDM6A/B to remove inactivating H3K27me3 marks on loci of neuronal differentiation genes (Figure 7H). In parallel, however, BAF complexes inhibit cell amplification, probably by interacting with KDM1A, and potentiate its demethylase activity in H3K4me2 removal at genomic loci of genes involved in Wnt signaling, mitotic cell cycling, and proliferation (Figure 7H).

Based on these data, we propose that, during late pallium development, endogenous BAF complexes associate with the coactivators KDM6A/B to promote neuronal differentiation, while inhibiting cell proliferation via KDM1A recruitment.

### BAF Complexes Suppress Wnt Signaling Activity

During cortical neurogenesis, temporal differentiation of NSCs leads to generation of cohorts of neurons with distinct layer identities, a process that depends on multiple regulatory pathways. Wnt signaling regulates the switch between proliferation and differentiation of cortical progenitors. Accordingly, ablation of *β-Catenin* or *Lrp6* (Wnt co-receptor) causes early cell cycle exit and premature differentiation of RGs into IPs and neurons (Draganova et al., 2015, Machon et al., 2007, Woodhead et al., 2006, Zhou et al., 2006). Conversely, persistent expression of β-catenin suppresses progenitor exit from mitosis, causing hyper-proliferation of NSCs through excessive symmetric division that consequently delays generation of TBR2^+^ IPs and neuronal differentiation in the pallium (Chenn and Walsh, 2002, Machon et al., 2007, Mutch et al., 2010, Wrobel et al., 2007). Interestingly, these phenotypes are reminiscent of the observed abnormalities in the *dcKO* cortex.

Previous studies demonstrated that, in mammalian non-neural cells, the core BAF subunit BRG1 positively regulates Wnt signaling at distinct levels (e.g., exerting a control of genes encoding for Wnt receptors and also modulating β-catenin-dependent transcriptional activity) (Barker et al., 2001, Griffin et al., 2011). Surprisingly, upon loss of BAF155 and BAF170 in late cortical progenitors, multiple components and targets of the canonical Wnt/β-catenin signaling were upregulated, suggesting that the SWI/SNF complex can act to control the Wnt/β-catenin signaling pathway in a tissue- and context-dependent manner. Pharmacological inhibition of Wnt/β-catenin signaling rescued the observed defects in cell proliferation, cell survival, and restored hippocampal morphology in the dcKO mutants, hence making us posit that BAF (SWI/SNF) complexes negatively regulate Wnt signaling during late cortical neurogenesis.

Altogether, our results indicate that the chromatin remodeler BAF plays a crucial role in late-stage development of mammalian cortex in two distinct ways. On one hand, BAF complexes induce heterochromatin formation at loci of cell cycle-, proliferation-, and Wnt-related genes, thereby suppressing their expression; and on the other, they facilitate the expression of neural differentiation-related genes by establishing euchromatin at related genomic regions. Together, these activities ensure the generation of appropriate numbers of NSCs and neurons in late cortical development.

## Experimental Procedures

### Transgenic Lines, Plasmids, and Antibodies

Animals were handled in accordance with the German Animal Protection Law. A list of transgenic lines, plasmids, and antibodies with detailed descriptions is provided in Supplemental Information.

### Mass Spectrometry, CoIP, ChIP-Seq, and RNA-Seq

Detailed descriptions were provided previously (Narayanan et al., 2015) and can be found in Supplemental Information.

### ISH, IF, 3D Reconstruction Spindle Angle Analysis, and Cell-Cycle Index

ISH, IF, 3D reconstruction, and determination of cell-cycle index were performed as previously described (Bachmann et al., 2016, Tuoc et al., 2013). The spindle angle analysis is described in Supplemental Information.

### *In Vivo* Pharmacological Treatment and *In Vivo* β-Catenin Transcriptional Activity Assay

A detailed description of treatment and assay are provided in Supplemental Information.

### Imaging, Quantification, Statistical Analysis, and Data Availability

Images were captured by confocal fluorescence microscopy (TCS SP5, Leica) and analyzed using an Axio Imager M2 (Zeiss) with a Neurolucida system. Images were further processed with Adobe Photoshop. IF signal intensities were quantified using ImageJ software, as described previously (Narayanan et al., 2015, Tuoc and Stoykova, 2008). The statistical quantification was carried out as average from at least three biological replicates. Details of statistical analyses and descriptions for histological experiments are presented in Table S6 and in Supplemental Information.

## Author Contributions

H.N. performed most characterization of dcKO phenotypes; C.K. and A.F. generated RNA-seq and ChIP-seq data; M.P. performed the protein-protein interaction study; L.P., G.S., and J.R. contributed to histological analyses; K.A.K. characterized hGFAP-Cre_ROSA-dtTOM mouse line; C.K. performed ChIP-qPCR; M.S.S. performed qPCR; J.F.S., R.H.S., U.T., and A.S. provided research tools and transgenic lines and contributed to discussions; T.T. conceived, supervised, and wrote the manuscript; C.K. designed all experiments related to RNA-seq and ChIP-seq and their confirmation, analyzed all related data, and wrote the corresponding parts of the manuscript; J.F.S., A.S., and A.F. offered suggestions for the study. The authors declare no competing financial interests.

# Supplementary material for: Epigenetic Regulation by BAF Complexes Limits Neural Stem Cell Proliferation by Suppressing Wnt Signaling in Late Embryonic Development
**Source:** Stem Cell Reports. 2018 May 17;10(6):1734–50. doi: 10.1016/j.stemcr.2018.04.014
**Supplement:** Table S3. Lists of Each of Those Gene Groups (Downregulated Neurogenesis Genes, Neurogenesis Genes with High H3K27me3, Upregulated Proliferation Genes, Cell-Cycle Genes with High H3K4me2, Upregulated Wnt, Wnt Target Genes) Regulated by BAF155/BAF170 in the dcKO_hGFAP-Cre Pallium at E17.5, Related to

**Table S8. Function of BAF complexes – dependent genes**

References

1. Sutherland, A.P. *et al.* Zinc finger protein Zbtb20 is essential for postnatal survival and glucose homeostasis. *Molecular and cellular biology* **29**, 2804-2815 (2009).

2. Rosenthal, E.H., Tonchev, A.B., Stoykova, A. & Chowdhury, K. Regulation of archicortical arealization by the transcription factor Zbtb20. *Hippocampus* **22**, 2144-2156 (2012).

3. Sennvik, K. *et al.* Tau-4R suppresses proliferation and promotes neuronal differentiation in the hippocampus of tau knockin/knockout mice. *FASEB journal : official publication of the Federation of American Societies for Experimental Biology* **21**, 2149-2161 (2007).

4. Jepsen, K. *et al.* SMRT-mediated repression of an H3K27 demethylase in progression from neural stem cell to neuron. *Nature* **450**, 415-419 (2007).

5. Zhao, C. *et al.* Charcot-Marie-Tooth disease type 2A caused by mutation in a microtubule motor KIF1Bbeta. *Cell* **105**, 587-597 (2001).

6. Abdel-Majid, R.M. *et al.* Loss of adenylyl cyclase I activity disrupts patterning of mouse somatosensory cortex. *Nat Genet* **19**, 289-291 (1998).

7. Yokota, Y. *et al.* The adenomatous polyposis coli protein is an essential regulator of radial glial polarity and construction of the cerebral cortex. *Neuron* **61**, 42-56 (2009).

8. Pilz, D.T. *et al.* LIS1 and XLIS (DCX) mutations cause most classical lissencephaly, but different patterns of malformation. *Hum Mol Genet* **7**, 2029-2037 (1998).

9. Laub, F. *et al.* Transcription factor KLF7 is important for neuronal morphogenesis in selected regions of the nervous system. *Mol Cell Biol* **25**, 5699-5711 (2005).

10. Dahme, M. *et al.* Disruption of the mouse L1 gene leads to malformations of the nervous system. *Nat Genet* **17**, 346-349 (1997).

11. Meixner, A. *et al.* MAP1B is required for axon guidance and Is involved in the development of the central and peripheral nervous system. *J Cell Biol* **151**, 1169-1178 (2000).

12. Pirity, M.K., Locker, J. & Schreiber-Agus, N. Rybp/DEDAF is required for early postimplantation and for central nervous system development. *Mol Cell Biol* **25**, 7193-7202 (2005).

13. Yamagishi, S. *et al.* FLRT2 and FLRT3 act as repulsive guidance cues for Unc5-positive neurons. *EMBO J* **30**, 2920-2933 (2011).

14. Tonchev, A.B., Tuoc, T.C., Rosenthal, E.H., Studer, M. & Stoykova, A. Zbtb20 modulates the sequential generation of neuronal layers in developing cortex. *Mol Brain* **9**, 65 (2016).

15. Asprer, J.S. *et al.* LMO4 functions as a co-activator of neurogenin 2 in the developing cortex. *Development* **138**, 2823-2832 (2011).

16. Cederquist, G.Y., Azim, E., Shnider, S.J., Padmanabhan, H. & Macklis, J.D. Lmo4 establishes rostral motor cortex projection neuron subtype diversity. *J Neurosci* **33**, 6321-6332 (2013).

17. Stahl, R. *et al.* Trnp1 regulates expansion and folding of the mammalian cerebral cortex by control of radial glial fate. *Cell* **153**, 535-549 (2013).

18. Lee, S.K. *et al.* The LIM domain-only protein LMO4 is required for neural tube closure. *Mol Cell Neurosci* **28**, 205-214 (2005).

19. Wong, F.K. *et al.* Sustained Pax6 Expression Generates Primate-like Basal Radial Glia in Developing Mouse Neocortex. *Plos Biology* **13**, e1002217 (2015).

20. Chenn, A. & Walsh, C.A. Regulation of cerebral cortical size by control of cell cycle exit in neural precursors. *Science* **297**, 365-369 (2002).

21. Wang, H., Ge, G.N., Uchida, Y., Luu, B. & Ahn, S. Gli3 Is Required for Maintenance and Fate Specification of Cortical Progenitors. *Journal of Neuroscience* **31**, 6440-6448 (2011).

22. Zhan, X., Shi, X., Zhang, Z., Chen, Y. & Wu, J.I. Dual role of Brg chromatin remodeling factor in Sonic hedgehog signaling during neural development. *Proc Natl Acad Sci U S A* **108**, 12758-12763 (2011).

23. Petrova, R., Garcia, A.D.R. & Joyner, A.L. Titration of GLI3 Repressor Activity by Sonic Hedgehog Signaling Is Critical for Maintaining Multiple Adult Neural Stem Cell and Astrocyte Functions. *Journal of Neuroscience* **33**, 17490-17505 (2013).

24. Chumley, M.J., Catchpole, T., Silvany, R.E., Kernie, S.G. & Henkemeyer, M. EphB receptors regulate stem/progenitor cell proliferation, migration, and polarity during hippocampal neurogenesis. *J Neurosci* **27**, 13481-13490 (2007).

25. Pinto, L. *et al.* AP2gamma regulates basal progenitor fate in a region- and layer-specific manner in the developing cortex. *Nat Neurosci* **12**, 1229-1237 (2009).

26. Murai, K. *et al.* The TLX-miR-219 cascade regulates neural stem cell proliferation in neurodevelopment and schizophrenia iPSC model. *Nat Commun* **7**, 10965 (2016).

27. Niu, W., Zou, Y., Shen, C. & Zhang, C.L. Activation of postnatal neural stem cells requires nuclear receptor TLX. *J Neurosci* **31**, 13816-13828 (2011).

28. Zhang, C.L., Zou, Y., He, W., Gage, F.H. & Evans, R.M. A role for adult TLX-positive neural stem cells in learning and behaviour. *Nature* **451**, 1004-1007 (2008).

29. Roy, K. *et al.* The Tlx gene regulates the timing of neurogenesis in the cortex. *J Neurosci* **24**, 8333-8345 (2004).

30. Blumroder, R. *et al.* Mcm3 replicative helicase mutation impairs neuroblast proliferation and memory in Drosophila. *Genes, brain, and behavior* **15**, 647-659 (2016).

31. Cooper-Kuhn, C.M. *et al.* Impaired adult neurogenesis in mice lacking the transcription factor E2F1. *Mol Cell Neurosci* **21**, 312-323 (2002).

32. Palm, T. *et al.* A systemic transcriptome analysis reveals the regulation of neural stem cell maintenance by an E2F1-miRNA feedback loop. *Nucleic Acids Res* **41**, 3699-3712 (2013).

33. Vied, C.M. *et al.* A multi-resource data integration approach: identification of candidate genes regulating cell proliferation during neocortical development. *Frontiers in neuroscience* **8**, 257 (2014).

34. Knoepfler, P.S., Cheng, P.F. & Eisenman, R.N. N-myc is essential during neurogenesis for the rapid expansion of progenitor cell populations and the inhibition of neuronal differentiation. *Genes Dev* **16**, 2699-2712 (2002).

35. Zhao, X. *et al.* The N-Myc-DLL3 cascade is suppressed by the ubiquitin ligase Huwe1 to inhibit proliferation and promote neurogenesis in the developing brain. *Dev Cell* **17**, 210-221 (2009).

36. Semerci, F. *et al.* Lunatic fringe-mediated Notch signaling regulates adult hippocampal neural stem cell maintenance. *Elife* **6** (2017).

37. Nikolaou, N. *et al.* Lunatic fringe promotes the lateral inhibition of neurogenesis. *Development* **136**, 2523-2533 (2009).

38. Pfeffer, T.J. *et al.* The natural diterpene tonantzitlolone A and its synthetic enantiomer inhibit cell proliferation and kinesin-5 function. *Eur J Med Chem* **112**, 164-170 (2016).

39. Ferenz, N.P., Gable, A. & Wadsworth, P. Mitotic functions of kinesin-5. *Semin Cell Dev Biol* **21**, 255-259 (2010).

40. Su, L.K. & Qi, Y. Characterization of human MAPRE genes and their proteins. *Genomics* **71**, 142-149 (2001).

41. Ning, W. *et al.* The CAMSAP3-ACF7 Complex Couples Noncentrosomal Microtubules with Actin Filaments to Coordinate Their Dynamics. *Dev Cell* **39**, 61-74 (2016).

42. Yumoto, T. *et al.* Radmis, a novel mitotic spindle protein that functions in cell division of neural progenitors. *PLoS One* **8**, e79895 (2013).

43. Torres, J.Z. *et al.* The STARD9/Kif16a kinesin associates with mitotic microtubules and regulates spindle pole assembly. *Cell* **147**, 1309-1323 (2011).

44. Torres, J.Z. STARD9/Kif16a is a novel mitotic kinesin and antimitotic target. *Bioarchitecture* **2**, 19-22 (2012).

45. Okamoto, N. *et al.* A novel genetic syndrome with STARD9 mutation and abnormal spindle morphology. *Am J Med Genet A* (2017).

46. Booth, D.G., Hood, F.E., Prior, I.A. & Royle, S.J. A TACC3/ch-TOG/clathrin complex stabilises kinetochore fibres by inter-microtubule bridging. *EMBO J* **30**, 906-919 (2011).

47. Du, D. *et al.* The tight junction protein, occludin, regulates the directional migration of epithelial cells. *Dev Cell* **18**, 52-63 (2010).

48. Aaku-Saraste, E., Hellwig, A. & Huttner, W.B. Loss of occludin and functional tight junctions, but not ZO-1, during neural tube closure--remodeling of the neuroepithelium prior to neurogenesis. *Developmental biology* **180**, 664-679 (1996).

49. Campbell, C.I. *et al.* The RNF146 and tankyrase pathway maintains the junctional Crumbs complex through regulation of angiomotin. *J Cell Sci* **129**, 3396-3411 (2016).

50. Citi, S., Guerrera, D., Spadaro, D. & Shah, J. Epithelial junctions and Rho family GTPases: the zonular signalosome. *Small GTPases* **5**, 1-15 (2014).

51. Hultin, S. *et al.* AmotL2 integrates polarity and junctional cues to modulate cell shape. *Sci Rep* **7**, 7548 (2017).

52. Mack, N.A. & Georgiou, M. The interdependence of the Rho GTPases and apicobasal cell polarity. *Small GTPases* **5**, 10 (2014).

53. Shimada, H. *et al.* Loss of tricellular tight junction protein LSR promotes cell invasion and migration via upregulation of TEAD1/AREG in human endometrial cancer. *Sci Rep* **7**, 37049 (2017).

54. Wells, C.D. *et al.* A Rich1/Amot complex regulates the Cdc42 GTPase and apical-polarity proteins in epithelial cells. *Cell* **125**, 535-548 (2006).

55. Yi, C. *et al.* A tight junction-associated Merlin-angiomotin complex mediates Merlin's regulation of mitogenic signaling and tumor suppressive functions. *Cancer Cell* **19**, 527-540 (2011).

56. Zheng, Y. *et al.* Angiomotin-like protein 1 controls endothelial polarity and junction stability during sprouting angiogenesis. *Circ Res* **105**, 260-270 (2009).

57. Bratt, A. *et al.* Angiomotin regulates endothelial cell-cell junctions and cell motility. *J Biol Chem* **280**, 34859-34869 (2005).

58. Ebnet, K., Iden, S., Gerke, V. & Suzuki, A. Regulation of epithelial and endothelial junctions by PAR proteins. *Front Biosci* **13**, 6520-6536 (2008).

59. Gosens, I. *et al.* FERM protein EPB41L5 is a novel member of the mammalian CRB-MPP5 polarity complex. *Exp Cell Res* **313**, 3959-3970 (2007).

60. Michel, D. *et al.* PATJ connects and stabilizes apical and lateral components of tight junctions in human intestinal cells. *J Cell Sci* **118**, 4049-4057 (2005).

61. Adachi, M. *et al.* Similar and distinct properties of MUPP1 and Patj, two homologous PDZ domain-containing tight-junction proteins. *Mol Cell Biol* **29**, 2372-2389 (2009).

62. Shin, K., Straight, S. & Margolis, B. PATJ regulates tight junction formation and polarity in mammalian epithelial cells. *J Cell Biol* **168**, 705-711 (2005).

63. Straight, S.W. *et al.* Loss of PALS1 expression leads to tight junction and polarity defects. *Mol Biol Cell* **15**, 1981-1990 (2004).

64. Roh, M.H., Fan, S., Liu, C.J. & Margolis, B. The Crumbs3-Pals1 complex participates in the establishment of polarity in mammalian epithelial cells. *J Cell Sci* **116**, 2895-2906 (2003).

65. Hurd, T.W., Gao, L., Roh, M.H., Macara, I.G. & Margolis, B. Direct interaction of two polarity complexes implicated in epithelial tight junction assembly. *Nat Cell Biol* **5**, 137-142 (2003).

66. Poliak, S., Matlis, S., Ullmer, C., Scherer, S.S. & Peles, E. Distinct claudins and associated PDZ proteins form different autotypic tight junctions in myelinating Schwann cells. *J Cell Biol* **159**, 361-372 (2002).

67. Roh, M.H., Liu, C.J., Laurinec, S. & Margolis, B. The carboxyl terminus of zona occludens-3 binds and recruits a mammalian homologue of discs lost to tight junctions. *J Biol Chem* **277**, 27501-27509 (2002).

68. Lemmers, C. *et al.* hINADl/PATJ, a homolog of discs lost, interacts with crumbs and localizes to tight junctions in human epithelial cells. *J Biol Chem* **277**, 25408-25415 (2002).

69. Duning, K. *et al.* Polycystin-2 activity is controlled by transcriptional coactivator with PDZ binding motif and PALS1-associated tight junction protein. *J Biol Chem* **285**, 33584-33588 (2010).

70. Yu, A.S., Kanzawa, S.A., Usorov, A., Lantinga-van Leeuwen, I.S. & Peters, D.J. Tight junction composition is altered in the epithelium of polycystic kidneys. *The Journal of pathology* **216**, 120-128 (2008).

71. Lee, D.B., Huang, E. & Ward, H.J. Tight junction biology and kidney dysfunction. *American journal of physiology. Renal physiology* **290**, F20-34 (2006).

72. Su, W., Wong, E.W., Mruk, D.D. & Cheng, C.Y. The Scribble/Lgl/Dlg polarity protein complex is a regulator of blood-testis barrier dynamics and spermatid polarity during spermatogenesis. *Endocrinology* **153**, 6041-6053 (2012).

73. Golebiewski, L., Liu, H., Javier, R.T. & Rice, A.P. The avian influenza virus NS1 ESEV PDZ binding motif associates with Dlg1 and Scribble to disrupt cellular tight junctions. *J Virol* **85**, 10639-10648 (2011).

74. Stucke, V.M., Timmerman, E., Vandekerckhove, J., Gevaert, K. & Hall, A. The MAGUK protein MPP7 binds to the polarity protein hDlg1 and facilitates epithelial tight junction formation. *Mol Biol Cell* **18**, 1744-1755 (2007).

75. Castellani, S. *et al.* Emerging relationship between CFTR, actin and tight junction organization in cystic fibrosis airway epithelium. *Histology and histopathology* **32**, 445-459 (2017).

76. Molina, S.A. *et al.* Junctional abnormalities in human airway epithelial cells expressing F508del CFTR. *American journal of physiology. Lung cellular and molecular physiology* **309**, L475-487 (2015).

77. Ruan, Y.C. *et al.* CFTR interacts with ZO-1 to regulate tight junction assembly and epithelial differentiation through the ZONAB pathway. *J Cell Sci* **127**, 4396-4408 (2014).

78. De Lisle, R.C. Disrupted tight junctions in the small intestine of cystic fibrosis mice. *Cell Tissue Res* **355**, 131-142 (2014).

79. Castellani, S. *et al.* NHERF1 and CFTR restore tight junction organisation and function in cystic fibrosis airway epithelial cells: role of ezrin and the RhoA/ROCK pathway. *Lab Invest* **92**, 1527-1540 (2012).

80. Chen, J. *et al.* Cryptorchidism-induced CFTR down-regulation results in disruption of testicular tight junctions through up-regulation of NF-kappaB/COX-2/PGE2. *Human reproduction* **27**, 2585-2597 (2012).

81. Ye, P. Modulation of epithelial tight junctions by TGF-beta 3 in cultured oral epithelial cells. *Australian dental journal* **57**, 11-17 (2012).

82. Xia, W. & Cheng, C.Y. TGF-beta3 regulates anchoring junction dynamics in the seminiferous epithelium of the rat testis via the Ras/ERK signaling pathway: An in vivo study. *Dev Biol* **280**, 321-343 (2005).

83. Lui, W.Y., Lee, W.M. & Cheng, C.Y. TGF-betas: their role in testicular function and Sertoli cell tight junction dynamics. *International journal of andrology* **26**, 147-160 (2003).

84. Lui, W.Y., Lee, W.M. & Cheng, C.Y. Transforming growth factor beta3 regulates the dynamics of Sertoli cell tight junctions via the p38 mitogen-activated protein kinase pathway. *Biology of reproduction* **68**, 1597-1612 (2003).

85. Hartfuss, E., Galli, R., Heins, N. & Gotz, M. Characterization of CNS precursor subtypes and radial glia. *Dev Biol.* **229**, 15-30. (2001).

86. Kordes, U., Cheng, Y.C. & Scotting, P.J. Sox group E gene expression distinguishes different types and maturational stages of glial cells in developing chick and mouse. *Brain Res Dev Brain Res* **157**, 209-213 (2005).

87. Sirisi, S. *et al.* Megalencephalic leukoencephalopathy with subcortical cysts protein 1 regulates glial surface localization of GLIALCAM from fish to humans. *Hum Mol Genet* **23**, 5069-5086 (2014).

88. Favre-Kontula, L. *et al.* GlialCAM, an immunoglobulin-like cell adhesion molecule is expressed in glial cells of the central nervous system. *Glia* **56**, 633-645 (2008).

89. Kucukdereli, H. *et al.* Control of excitatory CNS synaptogenesis by astrocyte-secreted proteins Hevin and SPARC. *Proc Natl Acad Sci U S A* **108**, E440-449 (2011).

90. Weimer, J.M. *et al.* A BAC transgenic mouse model to analyze the function of astroglial SPARCL1 (SC1) in the central nervous system. *Glia* **56**, 935-941 (2008).

91. Lively, S. & Brown, I.R. Analysis of the extracellular matrix protein SC1 during reactive gliosis in the rat lithium-pilocarpine seizure model. *Brain Res* **1163**, 1-9 (2007).

92. Han, D. *et al.* Global transcriptome profiling of genes that are differentially regulated during differentiation of mouse embryonic neural stem cells into astrocytes. *Journal of molecular neuroscience : MN* **55**, 109-125 (2015).

93. Thon, N. *et al.* The chondroitin sulphate proteoglycan brevican is upregulated by astrocytes after entorhinal cortex lesions in adult rats. *Eur J Neurosci* **12**, 2547-2558 (2000).

94. McKeon, R.J., Jurynec, M.J. & Buck, C.R. The chondroitin sulfate proteoglycans neurocan and phosphacan are expressed by reactive astrocytes in the chronic CNS glial scar. *J Neurosci* **19**, 10778-10788 (1999).

95. Yamada, H. *et al.* The brain chondroitin sulfate proteoglycan brevican associates with astrocytes ensheathing cerebellar glomeruli and inhibits neurite outgrowth from granule neurons. *J Neurosci* **17**, 7784-7795 (1997).

96. Yamada, H., Watanabe, K., Shimonaka, M. & Yamaguchi, Y. Molecular cloning of brevican, a novel brain proteoglycan of the aggrecan/versican family. *J Biol Chem* **269**, 10119-10126 (1994).

97. Yoneda, K. *et al.* Regulation of aquaporin-4 expression in astrocytes. *Brain research. Molecular brain research* **89**, 94-102 (2001).

98. Badaut, J., Verbavatz, J.M., Freund-Mercier, M.J. & Lasbennes, F. Presence of aquaporin-4 and muscarinic receptors in astrocytes and ependymal cells in rat brain: a clue to a common function? *Neuroscience letters* **292**, 75-78 (2000).

99. Illarionova, N.B., Brismar, H., Aperia, A. & Gunnarson, E. Role of Na,K-ATPase alpha1 and alpha2 isoforms in the support of astrocyte glutamate uptake. *PLoS One* **9**, e98469 (2014).

100. Xue, Z. *et al.* Increased Na, K-ATPase alpha2 isoform gene expression by ammonia in astrocytes and in brain in vivo. *Neurochem Int* **57**, 395-403 (2010).

101. Hartford, A.K., Messer, M.L., Moseley, A.E., Lingrel, J.B. & Delamere, N.A. Na,K-ATPase alpha 2 inhibition alters calcium responses in optic nerve astrocytes. *Glia* **45**, 229-237 (2004).

102. Yan, Q., Sage, E.H. & Hendrickson, A.E. SPARC is expressed by ganglion cells and astrocytes in bovine retina. *J Histochem Cytochem* **46**, 3-10 (1998).

103. Mendis, D.B., Ivy, G.O. & Brown, I.R. SC1, a brain extracellular matrix glycoprotein related to SPARC and follistatin, is expressed by rat cerebellar astrocytes following injury and during development. *Brain Res* **730**, 95-106 (1996).

104. McKinnon, P.J. & Margolskee, R.F. SC1: a marker for astrocytes in the adult rodent brain is upregulated during reactive astrocytosis. *Brain Res* **709**, 27-36 (1996).

105. Mendis, D.B., Malaval, L. & Brown, I.R. SPARC, an extracellular matrix glycoprotein containing the follistatin module, is expressed by astrocytes in synaptic enriched regions of the adult brain. *Brain Res* **676**, 69-79 (1995).

106. Webersinke, G., Bauer, H., Amberger, A., Zach, O. & Bauer, H.C. Comparison of gene expression of extracellular matrix molecules in brain microvascular endothelial cells and astrocytes. *Biochemical and biophysical research communications* **189**, 877-884 (1992).

107. Lien, W.H., Klezovitch, O., Fernandez, T.E., Delrow, J. & Vasioukhin, V. alphaE-catenin controls cerebral cortical size by regulating the hedgehog signaling pathway. *Science* **311**, 1609-1612 (2006).

108. Stocker, A.M. & Chenn, A. Differential expression of alpha-E-catenin and alpha-N-catenin in the developing cerebral cortex. *Brain Res* **1073-1074**, 151-158 (2006).

109. Haidari, M. *et al.* Myosin light chain phosphorylation facilitates monocyte transendothelial migration by dissociating endothelial adherens junctions. *Cardiovascular research* **92**, 456-465 (2011).

110. Fausser, J.L. *et al.* Localization of antigens associated with adherens junctions, desmosomes, and hemidesmosomes during murine molar morphogenesis. *Differentiation* **63**, 1-11 (1998).

111. Johnson, K.J. & Boekelheide, K. Dynamic testicular adhesion junctions are immunologically unique. I. Localization of p120 catenin in rat testis. *Biology of reproduction* **66**, 983-991 (2002).

112. Stocker, A.M. & Chenn, A. The role of adherens junctions in the developing neocortex. *Cell adhesion & migration* **9**, 167-174 (2015).

113. Griffiths, G.S., Grundl, M., Allen, J.S., 3rd & Matter, M.L. R-Ras interacts with filamin a to maintain endothelial barrier function. *J Cell Physiol* **226**, 2287-2296 (2011).

114. Feng, Y. *et al.* Filamin A (FLNA) is required for cell-cell contact in vascular development and cardiac morphogenesis. *Proc Natl Acad Sci U S A* **103**, 19836-19841 (2006).

115. Sako-Kubota, K., Tanaka, N., Nagae, S., Meng, W. & Takeichi, M. Minus end-directed motor KIFC3 suppresses E-cadherin degradation by recruiting USP47 to adherens junctions. *Mol Biol Cell* **25**, 3851-3860 (2014).

116. Akong, K., McCartney, B.M. & Peifer, M. Drosophila APC2 and APC1 have overlapping roles in the larval brain despite their distinct intracellular localizations. *Dev Biol* **250**, 71-90 (2002).

117. Priya, R. *et al.* Coronin 1B supports RhoA signaling at cell-cell junctions through Myosin II. *Cell Cycle* **15**, 3033-3041 (2016).

118. Yamamoto, H. *et al.* Impairment of radial glial scaffold-dependent neuronal migration and formation of double cortex by genetic ablation of afadin. *Brain Res* **1620**, 139-152 (2015).

119. Mason, F.M., Tworoger, M. & Martin, A.C. Apical domain polarization localizes actin-myosin activity to drive ratchet-like apical constriction. *Nat Cell Biol* **15**, 926-936 (2013).

120. Liu, K.C. & Cheney, R.E. Myosins in cell junctions. *Bioarchitecture* **2**, 158-170 (2012).

121. Stoffler, H.E. *et al.* Targeting of the myosin-I myr 3 to intercellular adherens type junctions induced by dominant active Cdc42 in HeLa cells. *J Cell Sci* **111 ( Pt 18)**, 2779-2788 (1998).

122. Naydenov, N.G. & Ivanov, A.I. Spectrin-adducin membrane skeleton: A missing link between epithelial junctions and the actin cytoskeletion? *Bioarchitecture* **1**, 186-191 (2011).

123. Lee, H.G., Zarnescu, D.C., MacIver, B. & Thomas, G.H. The cell adhesion molecule Roughest depends on beta(Heavy)-spectrin during eye morphogenesis in Drosophila. *J Cell Sci* **123**, 277-285 (2010).

124. Roper, K. & Brown, N.H. Maintaining epithelial integrity: a function for gigantic spectraplakin isoforms in adherens junctions. *J Cell Biol* **162**, 1305-1315 (2003).

125. Chen, A. *et al.* E-cadherin loss alters cytoskeletal organization and adhesion in non-malignant breast cells but is insufficient to induce an epithelial-mesenchymal transition. *BMC cancer* **14**, 552 (2014).

126. Nobes, C.D. *et al.* A new member of the Rho family, Rnd1, promotes disassembly of actin filament structures and loss of cell adhesion. *J Cell Biol* **141**, 187-197 (1998).

# Supplementary material for: Epigenetic Regulation by BAF Complexes Limits Neural Stem Cell Proliferation by Suppressing Wnt Signaling in Late Embryonic Development
**Source:** Stem Cell Reports. 2018 May 17;10(6):1734–50. doi: 10.1016/j.stemcr.2018.04.014
**Supplement:** Document S2. Article plus Supplemental Information

# Epigenetic Regulation by BAF Complexes Limits Neural Stem Cell Proliferation by Suppressing Wnt Signaling in Late Embryonic Development

Huong Nguyen,<sup>1,8</sup> Cemil Kerimoglu,<sup>2,6,8</sup> Mehdi Pirouz,<sup>3,7</sup> Linh Pham,<sup>1</sup> Kamila A. Kiszka,<sup>1,4</sup> Godwin Sokpor,<sup>1</sup> M. Sadman Sakib,<sup>2,6</sup> Joachim Rosenbusch,<sup>1</sup> Ulrike Teichmann,<sup>3</sup> Rho H. Seong,<sup>5</sup> Anastassia Stoykova,<sup>3,4</sup> Andre Fischer,<sup>2,6</sup> Jochen F. Staiger,<sup>1,4</sup> and Tran Tuoc<sup>1,4,\*</sup>

<sup>8</sup>Co-first author

<https://doi.org/10.1016/j.stemcr.2018.04.014>

## SUMMARY

During early cortical development, neural stem cells (NSCs) divide symmetrically to expand the progenitor pool, whereas, in later stages, NSCs divide asymmetrically to self-renew and produce other cell types. The timely switch from such proliferative to differentiative division critically determines progenitor and neuron numbers. However, the mechanisms that limit proliferative division in late cortical development are not fully understood. Here, we show that the BAF (mSWI/SNF) complexes restrict proliferative competence and promote neuronal differentiation in late corticogenesis. Inactivation of BAF complexes leads to H3K27me3-linked silencing of neuronal differentiation-related genes, with concurrent H3K4me2-mediated activation of proliferation-associated genes via de-repression of Wnt signaling. Notably, the deletion of BAF complexes increased proliferation of neuroepithelial cell-like NSCs, impaired neuronal differentiation, and exerted a Wnt-dependent effect on neocortical and hippocampal development. Thus, these results demonstrate that BAF complexes act as both activators and repressors to control global epigenetic and gene expression programs in late corticogenesis.

## INTRODUCTION

During vertebrate cerebral cortex development, neural stem cells (NSCs) undergo two types of temporally regulated cell division modes to generate distinct neural cell types. During early corticogenesis in mice (embryonic day 8.5–12.5 [E8.5–E12.5]), NSCs, also called neuroepithelial cells (NEs), mainly divide symmetrically to proliferate and expand their population (Dehay and Kennedy, 2007; Gotz and Huttner, 2005; Kriegstein and Alvarez-Buylla, 2009; Martynoga et al., 2012; Tuoc et al., 2014). At the onset of neurogenesis (E10.5), NEs differentiate into mature NSCs, also termed radial glial progenitors (RGs), which start to express astroglial markers (Hartfuss et al., 2001). This process coincides with the loss and appearance of tight and adherens junctional complexes respectively in the ventricular zone (VZ) (Aaku-Saraste et al., 1996; Sahara and O'Leary, 2009). Later, RGs primarily divide asymmetrically to produce an RG to maintain the proliferative pool, and either an excitatory neuron or a basal progenitor. Delayed RG differentiation from NEs causes aberrant neurogenesis (Sahara and O'Leary, 2009), yet factors that are required to suppress NE fate in late corticogenesis to ensure

a balance between NSC proliferation and neuronal differentiation are unknown.

The temporal relationship and intricate balance between proliferative symmetric and neurogenic asymmetric divisions in the VZ of the cortex is controlled by diverse signaling pathways. Among these, Wnt/ $\beta$ -catenin signaling has been extensively investigated for its role in proliferative symmetric division (Chenn and Walsh, 2002). For example, elevation of Wnt signaling through overexpression of  $\beta$ -catenin massively enhanced cortical NSC proliferation (Chenn and Walsh, 2002). Interestingly, a recent study revealed irreversibility of the progression from proliferative to neurogenic division modes, thus implicating a default program in NSCs for division-mode transition during corticogenesis (Gao et al., 2014). As regulators of the spatiotemporal expression of developmental genes, epigenetic and chromatin regulatory mechanisms have been proposed to contribute to establishing the proliferative and differentiation competence of NSCs (Hirabayashi and Gotoh, 2010; Yao et al., 2016).

To investigate the possible involvement of chromatin-remodeling BAF (mSWI/SNF) complexes in this process, we applied a conditional deletion approach through

double-knockout (dcKO) of the BAF155 and BAF170 subunits, which eliminate the entire BAF complex during late cortical neurogenesis in transgenic mice. In the absence of BAF complexes, transcriptional profiling and epigenetic analyses revealed an enrichment of downregulated RG (astroglial, adherens junctions)- and neuronal differentiation-related genes, with both gene groups showing increased H3K27me3 repressive marks. In contrast, upregulated genes with increased H3K4me2 active marks were predominantly involved in the regulation of NE cell fate (e.g., tight junction feature), proliferation, cell cycle, and Wnt signaling-related pathways. The results of this study suggest that BAF complexes exert genome-wide control on both active H3K4me2 and repressive H3K27me3 marks during late cortical development by directly interacting with the corresponding H3 demethylases and regulating their activity. Phenotypically, we found that deletion of BAF complexes during late cortical neurogenesis leads to dysgenesis of the upper cortical layers and the hippocampal formation. These perturbations were rescued by inhibition of Wnt/ $\beta$ -catenin signaling. Together, these observations provide insights into distinct epigenetic regulatory mechanisms mediated by chromatin-remodeling BAF complexes as a key factor that suppresses the proliferative competence of NSCs during late cortical development.

## RESULTS

### Loss of BAF Complexes Causes a Genome-wide Increase in the Level of Both Active and Repressive Epigenetic Marks at Distinct Loci in the Developing Pallium during Late Neurogenesis

We previously reported that BAF complexes potentiate the activity of two main H3K27 demethylases, JMJD3 and UTX. Accordingly, elimination of BAF complexes during early corticogenesis leads to a global increase in repressive marks (H3K27Me2/3) and downregulation of gene expression at E13.5 (Narayanan et al., 2015; Nguyen et al., 2016). In further analysis, we performed co-immunoprecipitation (coIP) experiments on tissue lysates from the pallium of E17.5 wild-type (WT) embryos followed by mass spectrometry to identify BAF155/BAF170-interacting proteins. At E17.5, we found that BAF155 and BAF170 bind to the H3K27me2/3 demethylases, UTX/KDM6A and JMJD3/KDM6B, as shown in our previous study at E13.5 (Narayanan et al., 2015). BAF155/BAF170 was also observed to interact with H3K4me1/2 demethylase LSD1/KDM1A in the E17.5 pallium (Figures 1A, 1B, and S1A).

To investigate if BAF complexes regulate epigenetic programs in late cortical development, we crossed *Baf155*-floxed (*Baf155<sup>fl/fl</sup>*) mice and *Baf170*-floxed (*Baf170<sup>fl/fl</sup>*) mice with the *hGFAP*-Cre line to generate *dcKO* mutants.

In contrast to the *Emx1*-Cre line used in our previous studies (Narayanan et al., 2015; Tuoc et al., 2009, 2013) with Cre recombination in the developing cortex as early as E10.5, the *hGFAP* promoter is not active in the pallium prior to E12.5. At E13.5, *hGFAP*-Cre activity is restricted to the medial pallium (MP), containing the hippocampal anlage and medial cortex (Figure S1B). From E15.5 onward, *hGFAP*-Cre activity extends to the dorsal pallium (DP; dorsal cortex) and lateral pallium (LP; lateral cortex) during development (Figure S1C). BAF155 and BAF170 proteins were not detected in the MP of *dcKO* mutants from E14.5 or in the entire VZ of the pallium from E15.5 onward (Figure S1D) (Narayanan et al., 2015), hence validating our *Baf155/Baf170* knockout system in late pallial progenitors.

Given the identified interaction of BAF complexes with the H3K27me2/3 demethylases KDM6A/B and H3K4me1/2 demethylase KDM1A in the E17.5 pallium, we next compared H3K27me3 repressive and H3K4me2 activatory marks in the E17.5 *dcKO* and control pallia. As reported previously, loss of BAF complexes in the E13.5 murine pallium in *dcKO*\_Emx1-Cre mutants results in an increase in H3K27me3 levels (Narayanan et al., 2015). Similarly, chromatin immunoprecipitation sequencing (ChIP-seq) analysis performed using chromatin isolated from the E17.5 *dcKO* pallium also revealed an increase in H3K27me3 upon *Baf155/170* knockout (Figure 1C). Specifically, 181 genes showed a significant increase in these marks around their transcription start site (TSS) regions ( $\pm 2000$  bp) compared with 13 genes that showed a decrease (Table S1), a difference that likely reflects secondary effects and/or compensatory mechanisms. H3K27me3 is a broad chromatin mark localized not only at TSS but also spread over gene bodies. We also looked at the number of genes with altered H3K27me3 at their coding regions (including TSS). There were 484 genes with increased and 156 genes with decreased H3K27me3 (Figure 1E and Table S1). Strikingly, loss of BAF complexes in late corticogenesis resulted in a concurrent increase in activatory H3K4me2 marks in the E17.5 pallium (Figure 1D), with 1,265 genes showing a significant increase in this mark around their TSSs (Figure 1E, Table S1). Only 112 genes showed decreased H3K4me2, which again may represent some secondary effects. Importantly, genes affected by increased H3K27me3 and H3K4me2 were largely distinct (Figure 1E).

We also performed gene expression profiling of the *dcKO* pallium at E17.5 (Figure 1F). In contrast to the globally reduced gene expression in the *dcKO*\_Emx1-Cre pallium at E12.5 (Narayanan et al., 2015), at E17.5, we found nearly equal number of downregulated and upregulated genes in the *dcKO* pallium (Figure 1F; Table S2).

Collectively, these data indicate that loss of BAF complexes during late corticogenesis induces an increase in activatory H3K4me2 and repressive H3K27me3 marks at

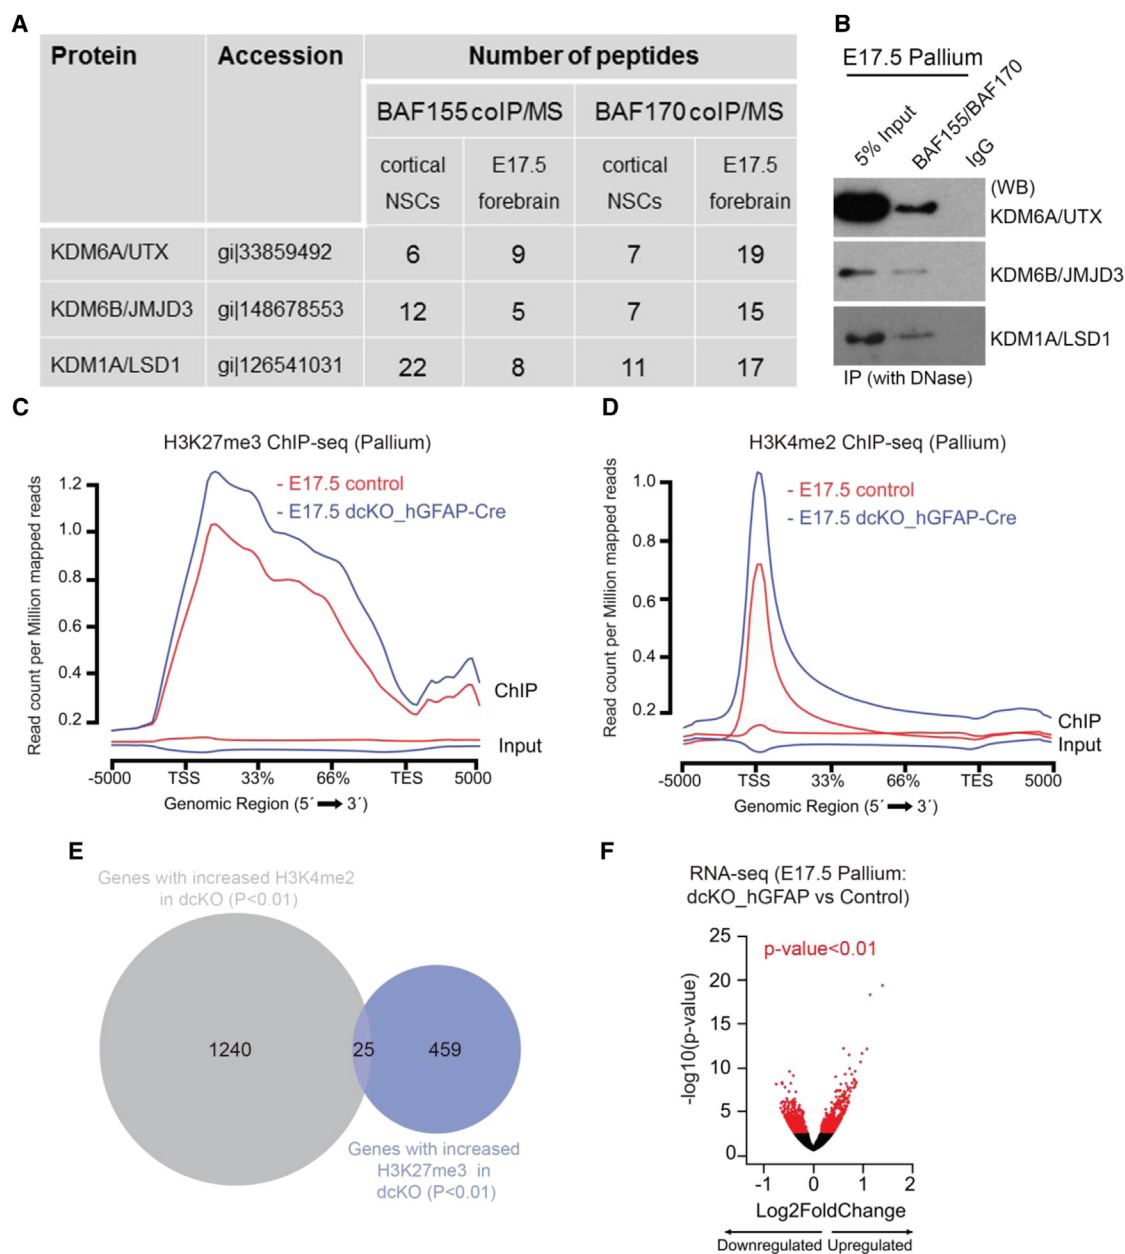

**Figure 1. BAF Complexes Globally Control Epigenetic and Gene Expression Programs in Late Development Pallium**

(A) Table showing the peptide number for KDM6A, KDM6B, and KDM1A proteins purified from BAF155 and BAF170 immunoprecipitates of protein extracts from NS5 cells, E13.5 or E17.5 forebrain.

(B) Interactions of BAF155 and BAF170 with KDM6A, KDM6B, and KDM1A were confirmed by coIP/western blot (WB) analyses of E17.5 pallium tissue.

(C–E) Distribution of H3K27me3 (C) and H3K4me2 (D) marks along gene bodies in the dcKO and control pallium at E17.5. H3K27me3 levels are increased in dcKOs. dcKO (E) genes with increased H3K4me2 or H3K27me3 marks in the dcKO pallium at E17.5 are largely non-overlapping.

(F) Volcano plot representing differentially regulated genes in the dcKO pallium at E17.5. Experimental replicates ( $n = 4$  (C, D; ChIP-seq), 4 (control for RNA-seq; F), 3 (dcKO\_hGFAP-Cre for RNA-seq; F)).

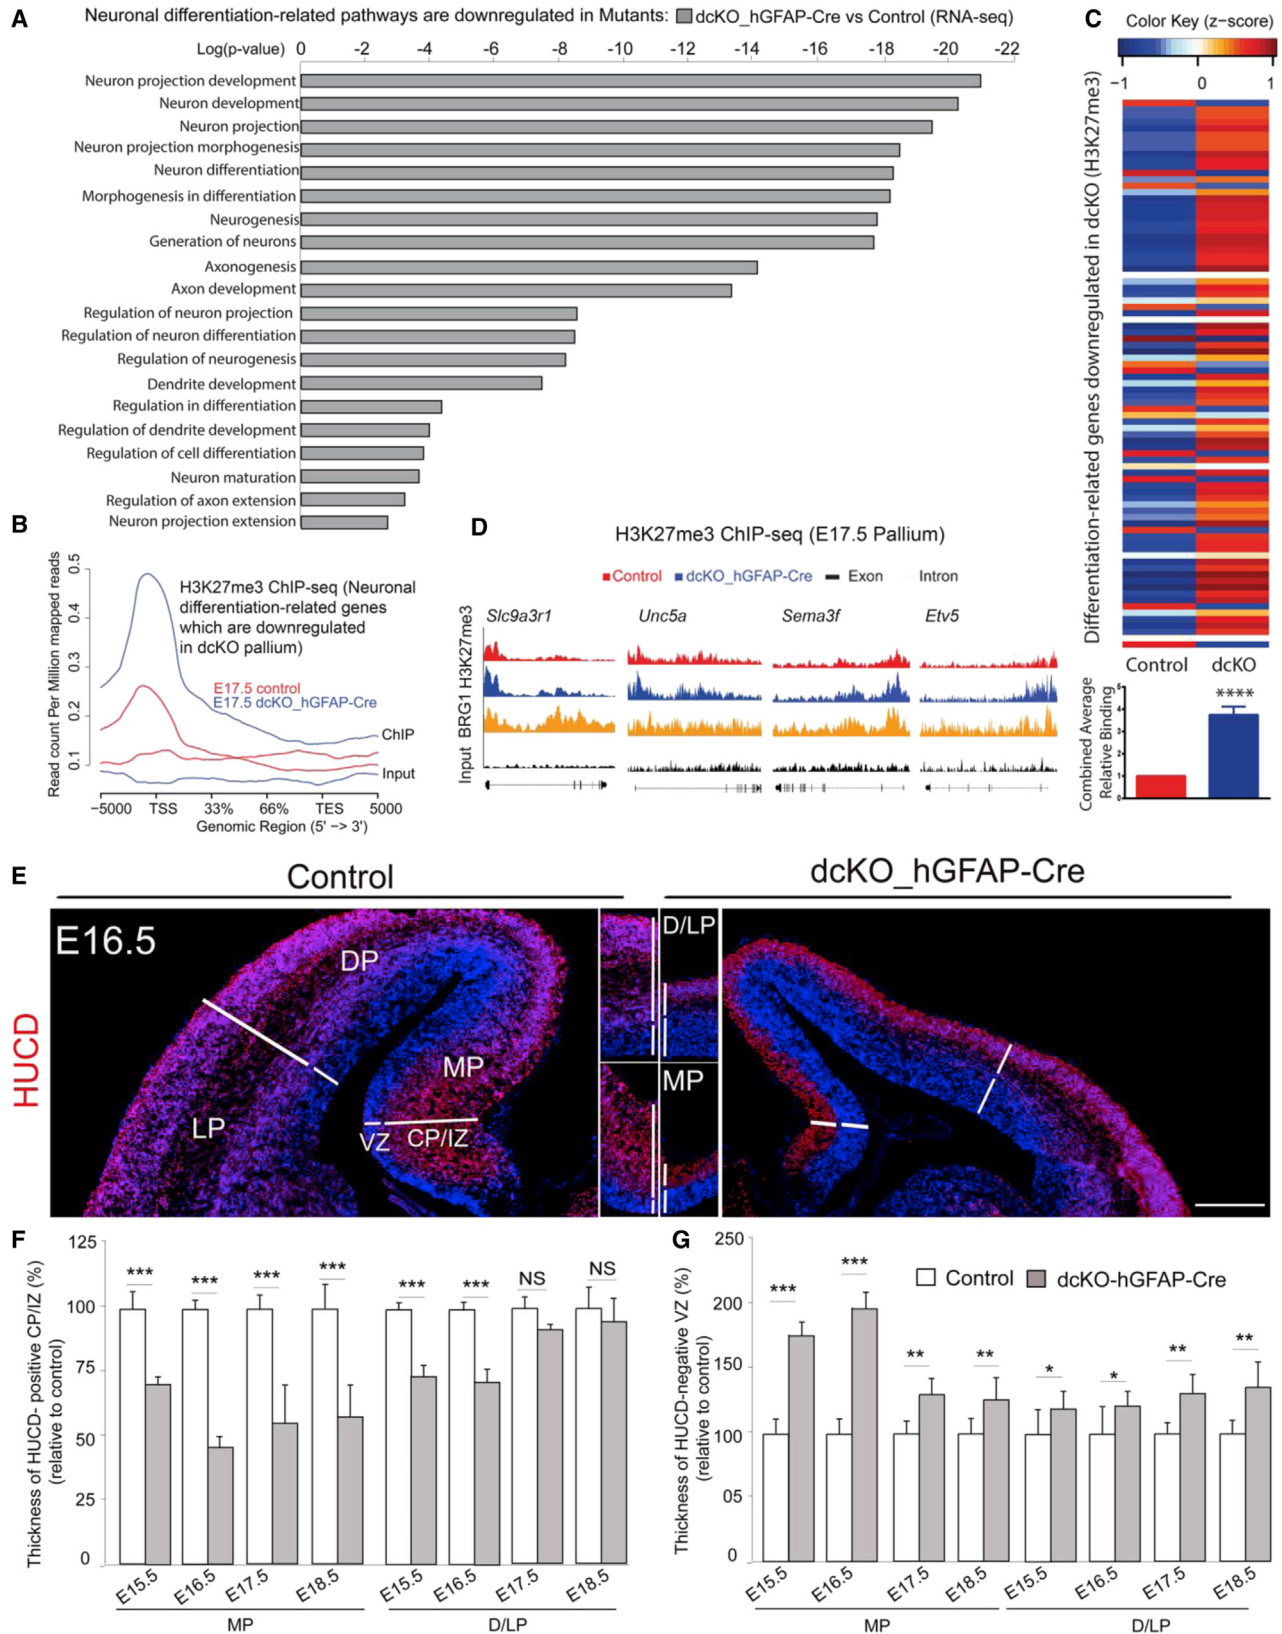

(legend on next page)

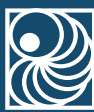

distinct sets of genes, thereby pointing to possible dual functions of BAF complexes as both activators and repressors in late cortical neurogenesis.

### Conditional Inactivation of BAF Complexes during Late Cortical Development Impairs Neurogenesis of Upper Cortical Layer Neurons and the Hippocampus

We selected the downregulated genes in the E17.5 dcKO pallium in RNA sequencing (RNA-seq) and subjected them to functional category analysis. They are enriched in neuronal differentiation-related categories (Figure 2A, Table S2) and showed an overall increase in H3K27me3 mark (Figure 2B). Most of the differentiation-related genes that were significantly downregulated in *dcKO* mice (Table S3) showed an increase in H3K27me3. For some selected candidates, we also confirmed their downregulation and increased H3K27me3 by qPCR and ChIP-qPCR respectively (Figures S2A and S2B).

Next, we asked if these genes with decreased expression and increased H3K27me3 are directly bound by the BAF complexes. We made use of a previously published ChIP-seq dataset (GEO: GSE37151) for BRG1 in the developing mouse forebrain (Attanasio et al., 2014). Strikingly, the majority of genes that showed increased H3K27me3 in dcKO cortices were also bound by BRG1 (Figure S2C), with sites of increased H3K27me3 co-localizing with BRG1 binding sites (Figure 2D).

We further confirmed these observations in a reverse approach, in which we first selected the genes with increased H3K27me3 in E17.5 dcKO (Figure S2D) and subjected them to functional category analysis. Again, they also mostly fell under neuronal differentiation-related categories (Figure S2E). We then examined their expression in our RNA-seq analysis. As expected, most of them were downregulated in dcKO embryos.

Because the *hGFAP* promoter is active early in the MP (from E13.5) and later in the DP and LP (from E14.5) (Figures S1B and S1C), we compared neuronal differentiation between controls and dcKO mutants, in both the MP and at the area between the DP and LP (D/LP). Neurogenesis

in late (E15.5–E17.5) development of the pallium in dcKO mutants was decreased, as shown by a decrease in the thickness of the cortical plate (CP) and intermediate zone (IZ), marked by the expression of the pan-neuronal markers HUCD, TUBB3, and NEUN in both the cortex (D/LP) and hippocampus (MP) (Figures 2E and 2F). Consistent with this, immunofluorescence (IF) analyses of neuronal subtype markers indicated that loss of BAF155 and BAF170 led to a significant decrease in the number of late-born SATB2<sup>+</sup> or BRN2<sup>+</sup> neurons, but not early-born TBR1<sup>+</sup> neurons, in the DP and LP (Figures S3A–S3D).

To study neurogenesis specifically in the MP, we performed IF on sections from E15.5–E17.5 control and dcKO embryonic brains using the antibody ZBTB20 (Figure S3E), which outlines the hippocampal anlage as early as E14.5 and is confined postnatally to hippocampal cornu ammonis (CA1–CA3) regions. ZBTB20 staining revealed remnants of the hippocampus proper (Figure 3C) in mutants compared with controls at all examined stages, E14.5–E17.5 (Figures S3E and S3G). Indeed, three-dimensional (3D) reconstruction of ZBTB20 expression also revealed a substantial reduction in the volume of the developing hippocampus in dcKO embryos at E15.5 (Figure S3H and Video S1). Consistently, immunostaining of the dentate gyrus (DG) with its specific marker PROX1 indicated agenesis of this hippocampal domain (Figures S3F and S3I). In the DP/LP of mutants, whereas the generation of lower layer (TBR1<sup>+</sup>/L6, and CTIP2<sup>+</sup>/L5) neurons was only mildly decreased, the number of late-born SATB2<sup>+</sup>, and BRN2<sup>+</sup> L4–L2 neurons was strongly diminished (Figures 3A and 3B). In further support, we found that BAF complexes control expression of sets of gene exerting important roles in generation of cortical layers and hippocampal development (Table S4).

To gain additional evidence about how the defect in neuronal differentiation is caused by increased level of H3K27me3, we used GSK-J4, a potent selective H3K27 demethylase (JMJD3 and UTX) inhibitor (Kruidenier et al., 2012). The elevated level of H3K27me3 by GSK-J4 administration significantly decreased the number of late-born

### Figure 2. H3K27me3-Linked Silencing of Neuronal Differentiation-Related Genes in BAF Complex-Deleted Pallium in Late Stages

(A) Neuronal differentiation-related genes are downregulated in the dcKO pallium at E17.5.  
(B) General H3K27me3 profile plot of neuronal differentiation-related genes that are downregulated in dcKO pallium.  
(C) Upper panel: heatmap depicting the changes in H3K27me3 levels at neural differentiation-related genes that are downregulated in dcKO pallium at E17.5 individually. Lower panel: average relative H3K27me3 binding levels on those genes combined.  
(D) Integrated genome browser views of H3K27me3 and BRG1 (GEO: GSE37151; Attanasio et al., 2014) binding along representative neural differentiation-related genes downregulated in dcKO pallium.  
(E–G) IF (E) and quantitative (F and G) analyses indicate that the loss of BAF155 and BAF170 leads to a diminished thickness of the HUCD<sup>+</sup> cortical plate (CP) and intermediate zone (IZ) (F), and expanded thickness of the HUCD<sup>−</sup> VZ (G) in the entire pallium at E15.5–E18.5. Values are presented as means ± SEMs (\*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.005; \*\*\*\*p < 0.0001). Experimental replicates (n) = 6 (F and G). Abbreviations: VZ, ventricular zone; CP, cortical plate; IZ, intermediate zone; MP, medial pallium; DP, dorsal pallium; LP, lateral pallium. Scale bar represents 100 μm (E).

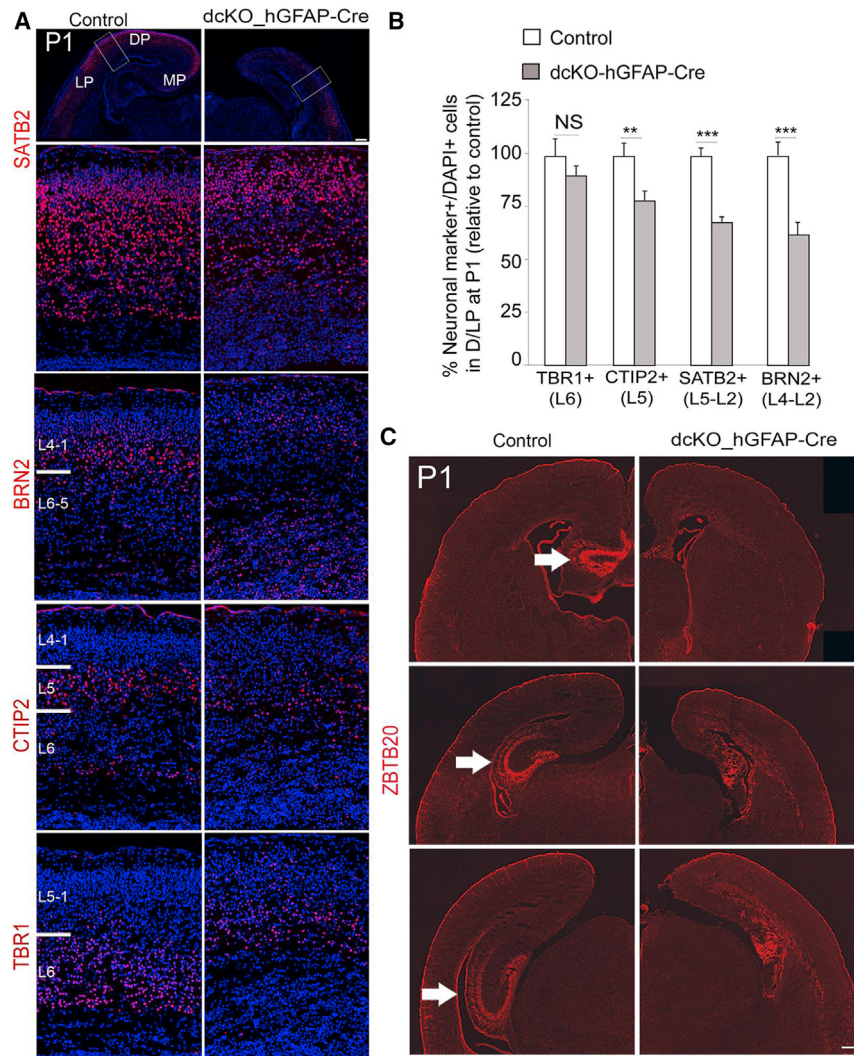

### Figure 3. BAF Complexes Are Required for the Formation of Cortical Upper Layers and the Hippocampus

(A and B) IF (A) and statistical (B) analyses of cortical phenotypes at postnatal stage 1 (P1) in a comparable dorsal/lateral area, immunostained for the indicated neuronal layer markers. NS, not significant.

(C) IF analysis of Zbtb20 revealed that the hippocampus is underdeveloped in mutants (denoted by arrow).

Values are presented as means  $\pm$  SEMs (\*\* $p < 0.01$ ; \*\*\* $p < 0.005$ ). Experimental replicates ( $n = 4$ ) (B). Abbreviations: MP, medial pallium; DP, dorsal pallium; LP, lateral pallium; L, layer. Scale bars represent 100  $\mu$ m (A) and 100  $\mu$ m (C).

SATB2<sup>+</sup> and CUX1<sup>+</sup> neurons (Figures S4A–S4D), as observed in dcKO pallium with enhanced level of H3K27me3.

Together, these findings suggest that deletion of BAF complexes in late NSCs leads to H3K27me3-linked silencing of neuronal differentiation genes and results in diminished late cortical and hippocampal neurogenesis.

### The NSC Pool Is Increased at Late Development Stages in the dcKO Pallium

Our previous data indicated that the loss of BAF complexes leads to large-scale downregulation of gene expression in early cortical development (Narayanan et al., 2015; Nguyen et al., 2016). Intriguingly, the late elimination of BAF complex function also led to upregulation of a substantial number of genes. In order to assess the role of the genes upregulated in dcKO embryos, we applied the aforementioned strategy. Functionally, they mainly converged

into cell proliferation-related categories (Figure 4A, Table S2). Moreover, these genes also showed an overall increase in H3K4me2 in the dcKO pallium (Figure 4B, Table S3).

Next, we assessed the changes in H3K4me2 levels at their individual TSS regions. As expected, most of them had an increase in this activatory mark with the overall trend being highly significant (Figure 4C) and they mostly converged into cell cycle-related groups (Figures S2D and S2E). The sites of increased H3K4me2 also substantially overlapped with BAF complex (BRG1) binding (Figures 4D and S2C). Selected candidates were confirmed by qPCR and ChIP-qPCR (Figures S2A and S2B). Because the expression of genes encoding H3 demethylases LSD1/kdm1a, UTX/KDM6A, and JMJD3/KDM6B was unaltered in dcKO cortex in our RNA-seq experiment (Table S2), it is possible that BAF complexes control the methylation of H3K4 and H3K27 through mechanisms other than activating or inhibiting the expression of genes coding for

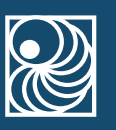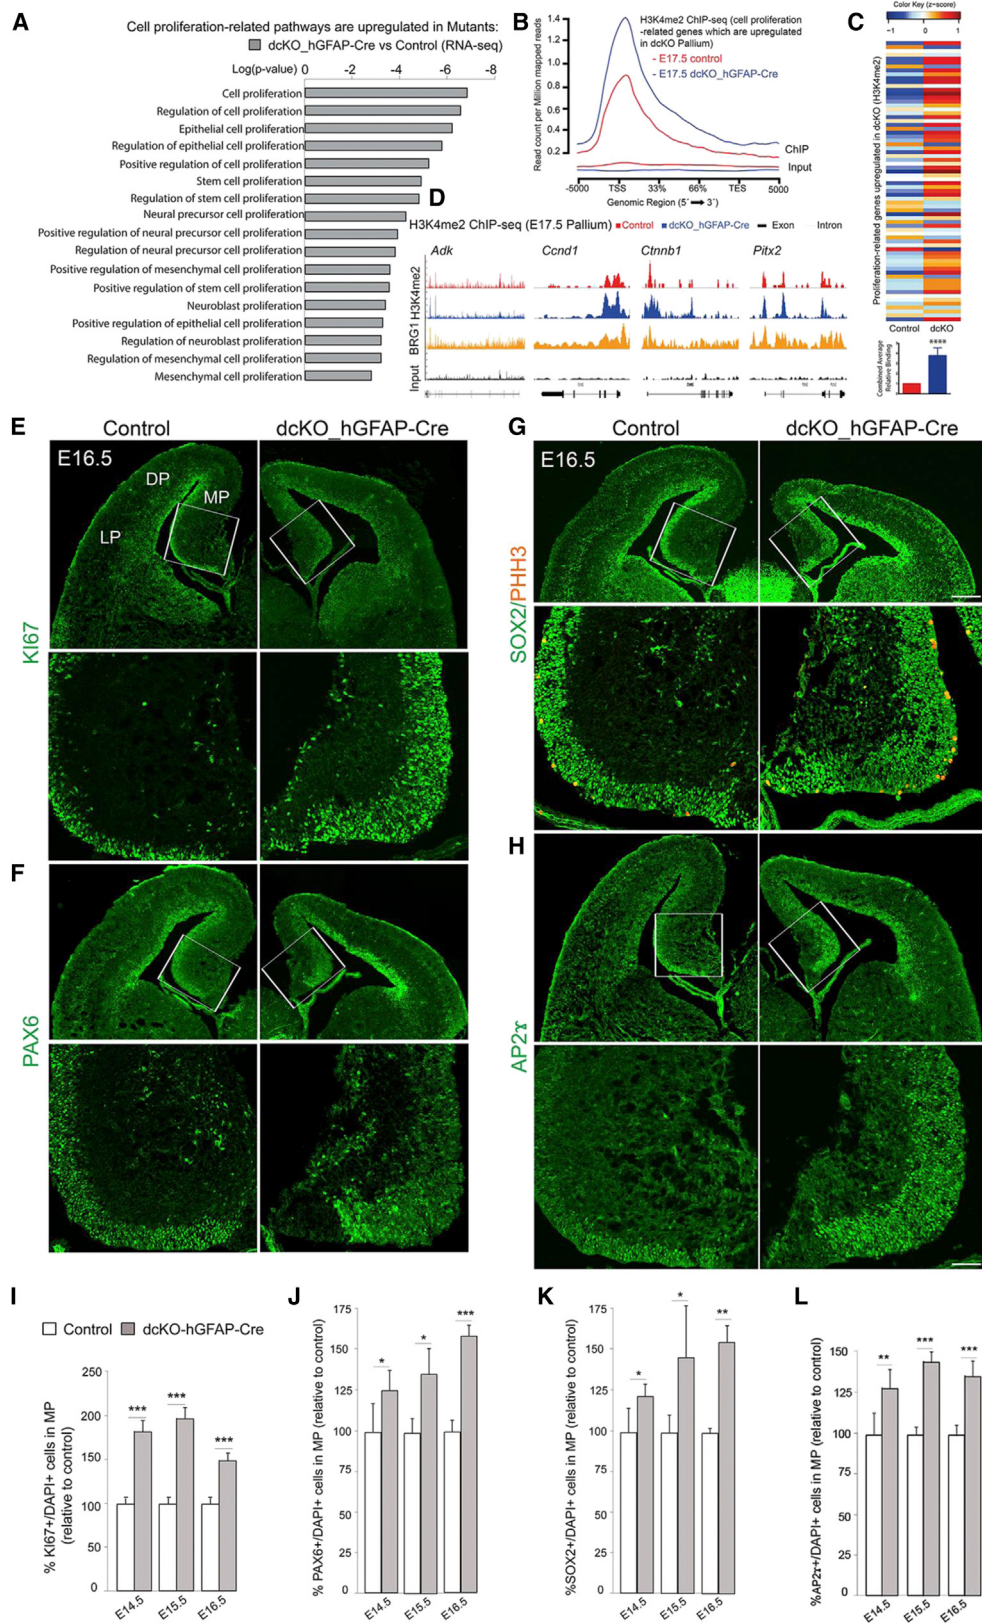

(legend on next page)

these H3 demethylases. Our earlier study indicated that BAF complexes potentiate the H3K27 demethylase activity of UTX/KDM6A and JMJD3/KDM6B (Narayanan et al., 2015), which encouraged us to investigate whether endogenous BAF155 and BAF170 are required for full H3K4 demethylase activity of LSD1/KDM1A. We therefore performed the histone demethylase KDM1/LSD1 activity quantification assay (see [Experimental Procedures](#)). The results revealed that significantly less H3K4 is demethylated in BAF155/BAF170-ablated NSCs compared with control counterparts ([Figure S2G](#)).

IF analysis of the expression of HUCD, TUBB3, and NEUN indicated an enlargement of the VZ in the dcKO pallium, more strongly in MP than in D/LP ([Figures 2E and 2G](#)). Reconstruction analyses showed that the volume of the hippocampal neuroepithelium, as revealed by PAX6 expression, is larger in the mutant MP ([Figures S5A and S5B](#); [Video S1](#)). These data suggest increased pools of progenitors in proliferative zones of the dcKO pallium. Indeed, more KI67<sup>+</sup> mitotically active cells were found in mutants than in controls ([Figures 4E, 4I, and S5C](#)). We then examined pools of RGs and intermediate progenitors (IPs) ([Figures 4F–4H, 4J–4L, and S5D–S5G](#)). Similar to the increased number of KI67<sup>+</sup> mitotic cells, the number of PAX6<sup>+</sup>, SOX2<sup>+</sup>, and AP2γ<sup>+</sup> NSCs in the VZ gradually increased from E14.5 in the mutant MP ([Figures 4F–4H](#)). Notably, the effect was more profound in the NSC pool in the MP than in the D/LP ([Figures S5C–S5F](#)). This possibly relates to the spatiotemporal *hGFAP*-Cre activity, exerting early activity in the MP ([Figures S1B and S1C](#)). In contrast to the increased number of RGs, the number of TBR2<sup>+</sup> IPs was decreased ([Figures S5D and S5G](#)), indicating disruption of neuronal differentiation in the mutant pallium.

To substantiate the effect of the H3K4me2 level on the cortical NSC pool, we examined an increased H3K4me2 by using (±)-trans-2-phenylcyclopropylamine hydrochloride (2-PCPA), a specific inhibitor of LSD1 histone demethylase. 2-PCPA has been shown to increase H3K4me2 in

mouse brain (Sun et al., 2010). The treatment of 2-PCPA also led to an increased pool of PAX6<sup>+</sup>, SOX2<sup>+</sup> NSCs in developing cortex ([Figures S4E–S4G](#)).

Together, these findings suggest that, in the absence of BAF155/BAF170, at late corticogenesis (E14.5–E17.5), NSCs in the VZ are kept in the proliferative phase rather than differentiating into IPs and/or neurons.

### RGs Acquire an NE-like Identity in the BAF155/BAF170-Deficient Pallium

The appearance of RGs in the pallium is marked by initiation of the expression of the astrocytic differentiation markers GLAST and BLBP at E12.5 (Hartfuss et al., 2001; Sahara and O'Leary, 2009). At E13.5 and E14.5, expression level of GLAST and BLBP is comparable between control and mutants ([Figures S5H–S5L](#)). Following IF analysis at later stages (E15.5–E16.5) we observed that, despite the increased number of PAX6<sup>+</sup>/SOX2<sup>+</sup>/AP2γ<sup>+</sup> NSCs ([Figures 4F and 4G](#)), immunopositive signals for GLAST and BLBP were diminished in the DP/LP and largely undetectable in the MP in dcKO mutants ([Figures 5A and 5D](#)).

Another hallmark for NE-RG cell transition is the replacement of tight junctional complexes (NE trait) with adherens junctions (RGs trait) (Aaku-Saraste et al., 1996; Sahara and O'Leary, 2009). Notably, we found that, during late corticogenesis, many genes encoding for tight junction proteins (e.g., *Amot*, *Mpp5*, *Occludin*, *Inadl*, *Pkd2*, *Dlg1*, *Cftr*, *Tgfb3*) were significantly upregulated and also those involved in adherens junction proteins (e.g., *Tns3*, *Plec*, *Ptk2b*, *Zo1*, *α-Catenin*, *Kiaa1462/Jcad*, *filamin*, *Camsap3*, *Apc*, *Myh9*, *Myo1e*, *Sptan1*, *Itga1*, *Rnd1*) were downregulated in the dcKO pallium ([Tables S2 and S4](#)). Additionally, we examined VZ expression of OCCLUDIN (a tight junction marker) and ZO1, α-CATENIN (adherens junction markers) localized at the apical surface. OCCLUDIN is normally downregulated in NEs as they differentiate into RGs (Aaku-Saraste et al., 1996; Sahara and O'Leary, 2009). At E13.5–E16.5, expression of OCCLUDIN at the apical

### Figure 4. Loss of BAF155 and BAF170 Causes H3K4me2-Linked Upregulation of Genes Involved in the Mitotic Cell Cycle and Proliferation in Late Cortical Development

How the deposited data were processed for this re-analysis (not part of the article)

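H3K27me3 ChIP-seq of 4 control and 4 dcKO pallia, RNA-seq of 4 control pallia and 3 pallia labelled dcKO, and RNA-seq of 4 WT vehicle, 4 dcKO vehicle and 4 dcKO Wnt inhibitor cortices were analysed, all at E17.5. The genotype of the untreated RNA-seq and the ChIP-seq samples was taken from Tables S1 and S2, whose columns carry the letters of the sample names, and that of the treated samples from the sample labels. The deposited genotype labels of the untreated and ChIP-seq samples read dcKO for the controls too, so they could not be used. For the untreated libraries, labelled dcKO therefore refers to the letters of the sample names. Replicate numbers were taken from the sample names and the same tables, and the pairing of same-numbered samples rests on these numbers alone. H3K4me2 data, the published BRG1 data, quantitative PCR and histology were not analysed here.

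For RNA-seq, the authors mapped reads to mm10 with STAR and deposited the raw count of reads per Ensembl gene from featureCounts, without normalization. The text does not name the gene annotation, and the tables of the 2 experiments list different sets of genes. For H3K27me3, the authors kept 1 tag per position, called broad peaks in each library with MACS2 at a q-value limit of 0.1 against the pooled input of the genotype, and deposited the peak lists. In these lists the authors give the fold enrichment of each peak over input, as MACS2 computes it. The deposited lists also hold the pileup, which is the height of the signal in tags, and the -log10 q-value of each peak, on which the authors' limit was set. The deposited values were used as they stand, and no reads were processed.

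Counts were fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, and the quasi-likelihood test with the robust setting. The untreated libraries were fitted by themselves, and the 12 treated libraries together. Genes were counted at a Benjamini-Hochberg adjusted p under 0.05 and at an unadjusted p under 0.01, the limit that Fig. 1F and Table S1 use. List scores are means of log2 CPM with a prior count of 2, compared by two-sided exact permutation tests over 35 splits (untreated) or 70 splits (treated). Peaks were merged to regions kept with a peak in at least 2 libraries, and log2 fold enrichment was tested with limma 3.58.1. Regions were assigned to genes of GENCODE M21 on GRCm38, the same build as mm10, in 2 separate sets, genes with a TSS within 2000 bp and genes whose body or TSS itself overlaps the region. The share of lower genes was set against 10000 random lists drawn within 20 bins of mean expression. Tables were joined with Python 3.11.15 and pandas 2.3.3, and numpy 2.4.6 and data.table 1.17.8 were used.

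The designs, the alternatives and the rule for naming genes were set after the paper and its supplementary tables were read, without knowledge of the deposited values. The genes named are Smarcc1 and Smarcc2, every gene that the paper names as changed or unchanged in its text, Fig. 2D, Fig. 6B or Table S4, and the 5 genes per comparison and direction with the smallest p. The latter had to have an adjusted p under 0.05, a mean count of at least 10 and no overlap between the groups. For H3K27me3, the 5 regions per direction with the smallest p were to be named, under the same demand of no overlap at an unadjusted p under 0.01, and 1 region qualified. The other region at that limit, whose groups overlap, is also named, which goes beyond the rule. Some single genes that meet this rule are not reported here, and they stay in the lists and counts. Marker genes of the choroid plexus, spermatids, Xist and Y-linked genes served only in tests of explanations.

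The alternatives were DESeq2 size factors, no filter on low counts, DESeq2 1.42.0 with a prior on fold changes, the replicate number as a block, only the 2 groups compared in the fit, the median in place of the mean of a list, and each library left out in turn. For H3K27me3 they were a q-value under 0.01, regions with a peak in at least 3 libraries, a larger overlap and the pileup as the value. Others were values centred on a library median, the block and each library left out. The pileup was divided by the median pileup of the library's peaks, with 0.5 of that median where a library had no peak. The median for centring was taken over the regions where the library had a peak, and was subtracted from all its regions. A fit with the tags of a library as a covariate, a fit with the class of tags kept as a block, and a test of same-numbered libraries across the 2 RNA-seq experiments were added after the data were examined.

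The edgeR fits were tested on simulated data with the means and library sizes of the real samples, with 200 genes changed by 1 on the log2 scale. Of these, 161 were recovered among 15616 genes in the untreated design, with 17 false calls, and 144 among 16202 genes in the treated design, with 8 false calls. The spread between replicates was taken from the control or WT vehicle libraries alone. The simulated dcKO groups thus held no library near the controls, as dcKO replicate 2 is, so this recovery may be higher than that of the real fits. The limma test was tested on 22000 simulated regions, 200 of them shifted by 2 on the log2 scale. With a spread of 0.3 between replicates it recovered 200, with 11 false calls, and with a spread of 1.2 it recovered 0. The depth of each library is given beside the data, and counting error is only a part of the spread between replicates, which the tests use.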

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

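All tests of explanations in this part were chosen only after the results were seen. For each of 48 groups of 4 libraries, the distance of the highest or lowest library to its neighbour was compared with the range of the group. In 6 groups this share was above the 95% critical value of Dixon's test, against 2.4 that chance would give. All 6 concern the library labelled dcKO vehicle replicate 2, and since they come from related genes of 1 library they are not 6 separate events.

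In that library Smarcc1 was at 242 CPM, against 133 to 138 CPM in the other dcKO vehicle libraries, and Smarcc2 at 692 CPM, against 425 to 439 CPM. Its proliferation score was -0.0415 in the comparison with WT vehicle, where the others had 0.48 to 0.55, and -0.23 in the comparison with the inhibitor, where the others had 0.29 to 0.36. Its Wnt target score was -0.0785 (others 0.53 to 0.62) and -0.34 (others 0.27 to 0.36) in the same comparisons. A mislabelled sample, or tissue with little deletion, was tested by placing the library on the axis from the WT vehicle mean (0) to the mean of the other dcKO vehicle libraries (1), with the library held out of the fit that chose the genes. It lay at 0.135, and the other dcKO vehicle libraries at 1.12 to 1.19. The second part of the test asked that both deleted genes be at control levels. Smarcc2 lay within the range of WT vehicle, but Smarcc1 lay just below its lowest value, 245 CPM, so the limit was lowered to 90% of the lowest control after the values were seen. The totals go against a low number of reads, since this library has 22615541 counts and replicates 1 and 4 of its group have fewer. Thinning the others to at most its total changed only replicate 3, to 98.5%, so the lowest position after it, 1.12, could hardly have moved and cannot tell. The library may therefore hold tissue with little deletion or be mislabelled. Its Prm1 level, 2.49 CPM, goes against a plain exchange with a WT library, since it is above the 0.077 to 0.331 CPM of the WT vehicle libraries. Variable recombination between embryos would be a biological form of the same explanation, and the data cannot tell it apart from an error of labelling or dissection.

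Prm1, a gene that the paper does not discuss, had reads in the dcKO libraries above the level in controls. Its mean was 19.3 CPM in dcKO untreated (2.60, 29.2 and 26.2 CPM in replicates 2 to 4) and 22.6 CPM in dcKO vehicle (28.9, 2.49, 28.1 and 30.8 CPM), against 0.042 to 0.331 CPM in the control and WT libraries. With the Wnt inhibitor it was 2.87, 2.87, 12.1 and 8.21 CPM. Prm1 encodes a protamine of spermatids, so reads from spermatid RNA were tested as a source. In the 11 dcKO libraries, 4007 counts fell on Prm1 and 5 on Prm2, Tnp1 and Tnp2 together, which is 0.125% of the Prm1 counts. That goes against spermatid RNA, for which a share above 10% was taken as the limit. A first limit, on the level of these genes in CPM, lay too close to the observed maximum and was replaced after the values were seen. No other source of these reads and no biological explanation was tested.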

How the results depend on the processing

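The tests and alternatives here were set before the data were examined, except the H3K27me3 fits with library tags as a covariate and with the class of tags kept as a block, which were added afterwards. Of 41 main results, 184 values under settings other than leaving out a library were computed, and 133 kept their direction and side of the threshold, 11 became weaker, 1 stronger and 39 moved. Among 117 named genes and regions, 516 such values gave 470 that were kept, 8 weaker, 36 stronger and 2 reversed. For all changes reported in this part, the cause was not tested.

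In the untreated RNA-seq data, 1 gene was higher and 0 lower at an adjusted p under 0.05 (420 and 441 at an unadjusted p under 0.01). Without a filter on low counts, 88 genes were higher and 66 lower, and with DESeq2 and a prior on fold changes 258 and 302. With the replicate block, 0 genes were higher and 0 lower, and 131 and 145 at an unadjusted p under 0.01. For dcKO vehicle against WT vehicle (1 higher, 0 lower), DESeq2 gave 77 and 34, the replicate block 4 and 1, and 0 genes were higher with DESeq2 size factors (254 at an unadjusted p under 0.01), without a filter (331) and with only the 2 groups in the fit (270). The lower genes at an unadjusted p under 0.01 went from 212 to 321 with DESeq2 and to 370 with the replicate block. For the inhibitor against dcKO vehicle (7 higher, 2 lower), the numbers were 15 and 5 without a filter, 169 and 162 with DESeq2, and 1 lower with the replicate block, and the lower genes at an unadjusted p under 0.01 went from 361 to 566 with DESeq2.

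With the replicate block, the list score differences of the untreated libraries kept their size but had p = 0.25, the smallest that an exact sign-flip test on 3 pairs allows, so this test could not pass 0.05. They were -0.41 for neurogenesis, 0.69 for proliferation, 0.59 for Wnt, 0.60 for Wnt target, -0.31 for cortical layer and hippocampal, 0.53 for tight junction and -0.35 for adherens junction genes. In the exact sign-flip test of dcKO vehicle against WT vehicle, they were 0.75 for proliferation, 0.66 for Wnt, 0.80 for Wnt target and -0.37 for neurogenesis genes, with p = 0.125, the smallest for 4 pairs. The astroglial difference was -0.46 with an exact permutation p of 0.0286 without a filter on low counts, and past the threshold only there.

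For H3K27me3, 2 regions were higher and 0 lower at an unadjusted p under 0.01 (49 at an unadjusted p under 0.05). The numbers were 1 higher with the stricter q-value, 7 and 4 with the replicate block, 5 higher with peaks in at least 3 libraries, 13 and 3 with the pileup, 17 and 4 with library tags as a covariate, and 7 and 4 with the class as a block. Genes with an increase at the TSS numbered 0 with the stricter q-value (23 regions at an unadjusted p under 0.05), 5 with the replicate block, 8 with peaks in at least 3 libraries, 10 with the pileup, 11 with the tags covariate and 5 with the class block, and genes with a decrease there 1 with the replicate block, 1 with the covariate and 1 with the class block. Over gene bodies and the TSS itself, 1, 6, 8, 11, 14 and 6 genes had an increase in the same order, and 2, 1, 2 and 2 a decrease with the replicate block, the pileup, the covariate and the class block. The demand for an overlap of at least 0.5 of the peak or of the region gave the same values by construction, since every peak lies inside its region, and shows no stability.

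Each library was also left out in turn, in 7 fits for the untreated and 8 fits for the other comparisons. Of 315 values of the main results, 150 were kept, 63 weaker, 97 moved and 5 reversed, and of 866 values of named genes and regions, 746 were kept, 50 weaker, 54 stronger and 16 reversed. Adjusted gene numbers ranged from 0 to 892 (higher) and 0 to 1102 (lower) in the untreated data, from 0 to 222 and 0 to 340 for dcKO vehicle, and from 0 to 143 and 0 to 277 for the inhibitor. The highest numbers came without dcKO untreated replicate 2, without dcKO vehicle replicate 2 and without inhibitor replicate 2. At an unadjusted p under 0.01, the ranges were 148 to 1055 and 119 to 1291 in the untreated data, 129 to 481 and 60 to 714 for dcKO vehicle, and 213 to 658 and 158 to 873 for the inhibitor. H3K27me3 regions at that limit ranged from 0 to 19 (higher) and 0 to 1 (lower), and from 0 to 1 higher after adjustment. Genes with an increase ranged from 0 to 70 at the TSS and 0 to 76 over gene bodies, and genes with a decrease from 0 to 2 and 0 to 2.

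The list differences kept their sign in the untreated data, from -0.47 to -0.36 for neurogenesis, 0.60 to 0.96 for proliferation, 0.52 to 0.79 for Wnt, 0.53 to 1.01 for Wnt target, -0.37 to -0.27 for cortical layer and hippocampal, 0.43 to 0.71 for tight junction and -0.39 to -0.28 for adherens junction genes. They passed no threshold there, because 2 libraries against 4 or 3 against 3 cannot give a p under 0.05. For dcKO vehicle the ranges were 0.70 to 0.89 for proliferation, 0.60 to 0.78 for Wnt, 0.73 to 0.96 for Wnt target and -0.43 to -0.33 for neurogenesis genes. Of these 8 fits, 4 were weaker for each of the proliferation, Wnt and Wnt target lists, and 2 for the neurogenesis list. For the inhibitor against dcKO vehicle, the ranges were -0.51 to -0.21 for proliferation, -0.48 to -0.22 for Wnt and -0.44 to -0.08 for Wnt target genes. The share of lower genes among those with increased H3K27me3 ranged from 60.3% to 71.6%.

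Reversed values were found for the following results. With the inhibitor, the neurogenesis difference of -0.05 became 0.0063 without dcKO vehicle replicate 2 and 0.0346 without inhibitor replicate 3, in a range from -0.134 to 0.0346. The difference in H3K27me3 peaks was -3595 without dcKO replicate 4 (range to 9558), that in covered length -4.53 Mb without the same library (range to 12.6 Mb), and that in mean fold enrichment -0.0822 without dcKO replicate 1 (range to 0.381). Among named genes in the untreated data, Sema3f had a log2 fold change of 0.024 with the replicate block and ranged from -0.12 to 0.0151 with each library left out, where it was 0.0151 without control replicate 1 and 0.0014 without control replicate 3. Kdm1a had -0.0121 with the replicate block, and ranged from -0.0209 to 0.0582 with each library left out, with 3 reversed values. Kdm6a ranged from -0.12 to 0.13, with 3 reversed values. For the inhibitor, the ranges crossed 0 for Sox9 (-0.0988 to 0.0624, with 0.041 as the other reversed value), Dkk1 (-0.18 to 0.53), Tcf7l2 (-0.0924 to 0.33), Tnfrsf11a (-0.43 to 0.0536), Jag1 (-0.23 to 0.0395), Lef1 (-0.16 to 0.0676) and Tcf7l1 (-0.34 to 0.0413).

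The depth limits some of these results. The untreated dcKO replicate 2 had 11946658 counts, against 22509306 to 28391046 in the other untreated libraries. The H3K27me3 libraries had 2420911 to 28335352 tags after duplicate removal, and the number of peaks did not follow the tags. In the simulation with a spread of 1.2 between replicates, limma recovered 0 of 200 shifted regions. The standard errors in limma were 0.68 to 0.90 at the regions of the Fig. 2D genes, 0.90 at Prmt8 and 0.52 at Arhgap21. With 4 libraries per genotype, those of the Fig. 2D genes and Prmt8 are nearer to that setting than to a spread of 0.3. Where replicates differ that much, the absence of a call does not show that H3K27me3 is unchanged.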

Differences from the paper's values

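The explanations of differences were not tested here, and the alternatives named are those set before the data were examined unless stated. A gap in a gene number counts as closed when the 2 numbers differ by a ratio of at most 1.5. The paper reports 181 genes with increased and 13 with decreased H3K27me3 at the TSS, against 3 and 0 here (49 regions at an unadjusted p under 0.05), and 484 and 156 genes over coding regions including the TSS, against 3 and 0 here over gene bodies and the TSS itself. None of the alternatives closed these gaps, nor did the fits with library tags as a covariate and with the class of tags kept as a block, which were chosen after seeing the values. At a simulated spread of 1.2, limma recovered 0 of 200 regions at an adjusted p under 0.05. The small numbers here therefore do not show that H3K27me3 is unchanged. For the untreated RNA-seq data, the part of the paper's Table S2 held here has 260 genes higher and 306 lower at an adjusted p under 0.05, against 1 and 0 here (420 and 441 at an unadjusted p under 0.01). DESeq2 with a prior on fold changes gave 258 and 302 and closed both gaps, and DESeq2 is the tool that the paper's methods name. The other settings did not. For dcKO vehicle against WT vehicle, the part of the paper's Table S5 held here has 140 genes higher and 46 lower, against 1 and 0 here (255 and 212 at an unadjusted p under 0.01). DESeq2 gave 34 lower genes and closed the gap for these. It gave 77 higher genes, and no alternative closed the gap for the 140.

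Log2 fold changes of 11 genes in the untreated data differed from those of the paper's Table S2, and DESeq2 with a prior closed the gap for each. A gap in a log2 fold change counts as closed at a difference of at most 1 standard error. The larger of the errors of the paper and of the main fit here was used, so a small move can close a gap. The paper's value was -0.50 for Slc9a3r1 (here -0.77, DESeq2 -0.47), 0.31 for Wif1 (here 1.19, DESeq2 0.27) and 0.65 for Dkk1 (here 3.67, DESeq2 0.55). It was 0.53 for Tnfrsf11a (here 1.10, DESeq2 0.49), 0.49 for Dkk2 (here 0.86, DESeq2 0.45) and 0.61 for Tgfb3 (here 0.90, DESeq2 0.58). The paper's value was 0.44 for Cftr (here 1.44, DESeq2 0.39), -0.52 for Ptk2b (here -0.92, DESeq2 -0.49) and -0.53 for Bcan (here -0.79, DESeq2 -0.51). It was -0.63 for Aqp4 (here -1.13, DESeq2 -0.59) and 1.40 for Gm16565 (here 2.63, DESeq2 1.29). The replicate block also closed the gap for Tgfb3 (0.81) and Bcan (-0.76). By this rule, and in part by small moves, leaving out single libraries closed it for some genes. These were Slc9a3r1 (-0.74 without control replicate 4, -0.57 without dcKO replicate 3, -0.61 without dcKO replicate 4), Wif1 (0.31 without dcKO replicate 4) and Dkk2 (0.63 without dcKO replicate 3). They were also Tgfb3 (0.72) and Ptk2b (-0.65) without dcKO replicate 4, and Aqp4 (-0.89) without control replicate 4. Bcan closed at -0.72 and -0.75 without control replicates 1 and 2 and at -0.67 and -0.60 without dcKO replicates 3 and 4.

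For dcKO vehicle against WT vehicle, the paper's Table S5 gives log2 fold changes of 0.69 for Wif1 (here 1.36), 0.62 for Dkk1 (here 2.35) and 1.34 for Prm1 (here 7.10). DESeq2 with a prior gave 0.57 for Wif1 and 0.56 for Dkk1, which closed these gaps. For Prm1 it gave 0.79, nearer to the paper's value but still below it. Wif1 came nearer to the paper's value without dcKO vehicle replicate 4 too (1.08).

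The paper states a decrease of the RG markers BLBP and GLAST, seen by staining at earlier stages than the RNA-seq. In the RNA-seq data at E17.5, Fabp7 had a log2 fold change of 0.26 and Slc1a3 of 0.15. It lists α-catenin and ZO1 among the adherens junction genes that went down, while Ctnna1 had a log2 fold change of 0.22. Ctnna2 (-0.05) and Tjp1 (-0.07) had the direction of the paper, without passing the threshold (unadjusted p of 0.425 and 0.284 in edgeR). It lists Occludin among the genes that went up significantly, while Ocln had 0.30 (unadjusted p = 0.219 in edgeR). Sema3f is shown as a downregulated gene in Fig. 2D and had a log2 fold change of -0.04 (unadjusted p = 0.713 in edgeR). The paper shows an increase of H3K27me3 over the downregulated neurogenesis genes (Fig. 2C), while the difference here was 0.20 on the log2 scale (exact permutation test on 4 against 4 libraries, p = 0.743). That difference kept the direction of the paper with each library left out in turn, between 0.03 and 0.51.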

Other observations

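All tests of explanations in this part were chosen only after the results were seen, apart from the counts over other splits of the samples, which were set in advance. The genes are those of the lists and markers given with the methods.

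Like dcKO vehicle replicate 2, the untreated dcKO replicate 2 lay near the controls. With this library held out, it lay at 0.116 on the axis from the control mean (0) to the mean of the other dcKO libraries (1), where replicates 3 and 4 lay at 0.948 and 1.13 and the controls at 0.041 to 0.325. It had 11946658 counts, the fewest of the experiment. When the other 2 dcKO libraries were thinned to that total, the lowest still lay at 0.947, which goes against the number of reads as the explanation. A mislabelled sample, or tissue with little deletion, may account for the position. Its Smarcc1, at 245 CPM, was just below the lowest control, 247 CPM, and within the limit of 90% of it that was set after the values were seen. Its Prm1, at 2.60 CPM, was above the 0.042 to 0.177 CPM of the controls, which goes against a plain exchange with a control library. Variable recombination between embryos cannot be told apart from an error of labelling or dissection. Without this library, 892 genes were higher and 1102 lower at an adjusted p under 0.05 in edgeR.

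The 2 RNA-seq experiments gave similar differences between dcKO and control, but they cannot be taken as independent. Deviations from the group mean had a mean correlation of 0.501 over the 7 same-numbered pairs of libraries across the experiments, against -0.153 over the other 21 pairs. Of 576 matchings of the replicate numbers, only the real one gave as high a mean (exact permutation p = 0.001736). Same-numbered libraries also had the same sex by Xist and Uty in 7 of 7 pairs, and shared the Prm1 level of dcKO replicate 2 (2.60 and 2.49 CPM) and the Ttr level of control or WT replicate 4 (119.6 and 114 CPM). The same embryos, or shared litters or batches, may lie behind same-numbered libraries, and the test does not tell these apart. The replicate 2 libraries that lay near the controls in both experiments may thus be 1 event. The similarity that follows is no replication on new animals. Across 15220 genes tested in both, the log2 fold changes of dcKO untreated and of dcKO vehicle had a Pearson correlation of 0.8285 and a Spearman correlation of 0.757, across genes that are not independent replicates. Of 853 genes at an unadjusted p under 0.01 in the untreated data, 848 (99.4%) had the same direction in the vehicle data. A test of the difference between the 2 experiments found 0 of 15999 genes at an adjusted p under 0.05, with 87 at an unadjusted p under 0.05. That is fewer than the 5% of genes that chance would give. The fit took same-numbered libraries as independent, which may make it too conservative, so the 0 is no evidence that the experiments do not differ.

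The decrease of the list scores with the Wnt inhibitor may be confounded with the level of the deleted genes. On an axis drawn from 857 genes of the untreated experiment, which cannot be taken as independent of this one, from the WT vehicle mean (0) to a change as large as that of the untreated dcKO mean (1), the libraries labelled dcKO vehicle lay at 1.08, 0.390, 1.10 and 1.12 and those with the inhibitor at 0.141, 0.261, 0.989 and 0.830. With Smarcc1 as a covariate, 45.2% of the decrease in the proliferation score was left (exact permutation p = 0.314), 52.7% of that in the Wnt score (exact permutation p = 0.257) and 18.6% of that in the Wnt target score (exact permutation p = 0.943). For the neurogenesis score the covariate made the difference larger, from -0.05 to -0.16, or 343% (exact permutation p = 0.0857). Unequal loss of the deleted genes between the libraries is thus a candidate explanation for a large part of the decrease in the proliferation and Wnt target scores, while the Wnt score lies just above the limit of 50% set for this test, so it cannot be told. An effect of the inhibitor cannot be told apart from it in these 8 libraries. Smarcc1 was similar without and with the inhibitor in replicate 2 (242 and 252 CPM) and replicate 3 (133 and 140 CPM). The proliferation score still fell in both (-0.23 to -0.34 and 0.32 to 0.14), as did the Wnt score (-0.18 to -0.31 and 0.27 to 0.07). The Wnt target score rose in replicate 2 (-0.34 to -0.28) and fell in replicate 3 (0.28 to 0.24). These pairs are too few to settle the question. Whether the inhibitor itself changes Smarcc1 was not tested.

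Ttr, a marker of the choroid plexus, was high in some libraries. It had 803, 147, 448 and 4.03 CPM in inhibitor replicates 1 to 4, and 3.87 to 5.79 CPM in dcKO vehicle. Control untreated replicate 4 (119.6 CPM) and WT vehicle replicate 4 (114 CPM) also had more than the rest of their groups. RNA from choroid plexus cells was tested with a list of 13 marker genes. Their score was 1.68 higher with the inhibitor than in dcKO vehicle, in 3 of 4 libraries above all vehicle libraries, but the difference did not pass the threshold (two-sided exact permutation test on 4 against 4 libraries, p = 0.114). Carry-over of choroid plexus in dissection may explain the Ttr reads, and this cannot be told apart from an effect of the inhibitor.

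In dcKO vehicle replicate 1 there were both Xist and Y-linked reads. Its Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were at 52.3% of the median of the libraries with Y-linked reads, and its Xist at 34.1% of the median of those with Xist. In the other 11 libraries of the experiment, the smaller of these shares was at most 1.30%. A mixed sample of both sexes is consistent with these values, since the smaller share was 34.1%. No biological explanation was tested.

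The 4 H3K27me3 libraries that kept the larger share of tags after duplicate removal grouped together across genotypes, and the other 4 did not form such a group. The limit of 30% between the classes was set after the shares were seen, and lies between 18.0% and 32.8%. Peak sets of the same class overlapped with a mean Jaccard index of 0.298 for libraries of the same genotype and 0.326 for libraries of different genotypes, and those of different classes with 0.122 and 0.123. These means hide a difference between the classes. Pairs of libraries that kept over 30% of their tags had 0.277 to 0.634, pairs of the others 0.113 to 0.366, and pairs across the classes 0.0450 to 0.210. For example, dcKO replicate 1 overlapped more with dcKO replicate 3 (0.210), of the other class, than with dcKO replicate 2 (0.153) of its own. The split of the 8 libraries by class gave 1828 regions at an unadjusted p under 0.01 and 1327 at an adjusted p under 0.05 in limma, against 2 and 0 for the split by genotype. In a fit with genotype beside it, the class gave 1715 regions at an unadjusted p under 0.01 and 0 at an adjusted p under 0.05, so the 1327 hold only in the fit without genotype. Library complexity may account for the grouping of the libraries that kept over 30% of their tags. In the region list of the paper's Table S1, the paper's mean values of the increased regions were 10.8, 4.65, 4.43 and 14.4 in dcKO replicates 1 to 4. The controls had 0.934, 0.917, 0.985 and 1.1 there, below every dcKO library. In the decreased regions of that list, the paper's control values were 18.6 and 15.2 in replicates 1 and 3, which kept few tags. They were 1.98 and 1.62 in replicates 2 and 4. Where more than 30% of the tags were kept, peaks covered a mean of 26.1 Mb in control and 39.7 Mb in dcKO, and in the other libraries 11.6 Mb and 11.1 Mb. Each class holds 2 libraries of each genotype, so the class can be fitted beside genotype. With the class as a block, limma gave 7 regions higher and 4 lower in dcKO at an unadjusted p under 0.01, and with library tags as a covariate 17 and 4. After adjustment, 0 regions were left in both fits, so no genotype effect was resolved, and its absence is not shown.

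Genes with H3K27me3 changes in Table S1 were compared with genes that carry H3K27me3 in general. Of the genes with increased H3K27me3 that overlap a region, 70.2% of 245 were lower in dcKO untreated, against a mean of 59.3% in random lists drawn from 5220 genes with a region, and 0% of 10000 random lists had as large a share. The mean of random lists drawn from all genes was 49.8%, so the general lean of genes with a region accounts for a part of this share and not for the rest. Of the genes with decreased H3K27me3, 67.0% of 88 were lower too, against a mean of 58.6%, and 6.5% of the random lists had as large a share. For the decreased genes, the general lean may be the explanation. Since genes with increased and genes with decreased H3K27me3 both leaned to lower expression, these lists do not separate the direction of the mark by the direction of expression, and the difference between the 2 lists was not tested.

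Counts over other splits of the libraries were made among the 8 splits that part as many same-numbered pairs as the genotype split, and cannot give a share under 0.05. In the untreated data, 1 of the 8 splits, the real one, gave as many genes at an adjusted p under 0.05, and 1 of 8 as many at an unadjusted p under 0.01 (861 genes, next 618). Over all 35 splits these numbers were 6 and 1. For dcKO vehicle against WT vehicle, 1 of 8 and 1 of 8 splits gave as many (467 genes at an unadjusted p under 0.01, next 418), and 4 and 3 of all 35. The split with the most genes at that limit, 1018, joined dcKO vehicle replicates 1, 3 and 4 with WT vehicle replicate 1. For the inhibitor against dcKO vehicle, 2 of 8 and 2 of 8 splits gave as many, and 3 and 3 of all 35. The split with the most genes at an unadjusted p under 0.01, 1260, joined inhibitor replicates 1, 3 and 4 with dcKO vehicle replicate 2, against 761 for the real one. For H3K27me3, 8 of 8 splits gave as many regions at an adjusted p under 0.05, since the real one gave 0 (49 at an unadjusted p under 0.05), 5 of 8 as many at an unadjusted p under 0.01, 4 of 8 as many genes at the TSS and 5 of 8 as many genes over gene bodies. Over all 35 splits these numbers were 35, 23, 19 and 22. The other splits mix genotypes or treatments in each group.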
